# Vascular Regulation by Super Enhancer-Derived LINC00607

**DOI:** 10.3389/fcvm.2022.881916

**Published:** 2022-06-28

**Authors:** Kiran Sriram, Yingjun Luo, Dongqiang Yuan, Naseeb Kaur Malhi, Alonso Tapia, Vishnu Amaram Samara, Rama Natarajan, Zhen Bouman Chen

**Keywords:** enhancer, long non-coding RNA, endothelial cells, vascular smooth muscle cells, RNA-Seq, single-cell RNA-seq, diabetes, endothelial dysfunction

## Abstract

Vascular endothelial cells (ECs) play a pivotal role in whole body homeostasis. Recent advances have revealed enhancer-associated long non-coding RNAs (lncRNAs) as essential regulators in EC function. We investigated LINC00607, a super enhancer-derived lncRNA (SE-lncRNA) in human arteries with an emphasis on ECs. Based on public databases and our single cell RNA-sequencing (scRNA-seq) data from human arteries collected from healthy and diabetic donors, we found that LINC00607 is abundantly expressed in the arteries and its level is increased in diabetic humans. Using RNA-sequencing, we characterized the transcriptomes regulated by LINC00607 in ECs and vascular smooth muscle cells (VSMCs) and in basal and diabetic conditions in ECs. Furthermore, through transcriptomic and promoter analysis, we identified c-Myc as an upstream transcription factor of LINC00607. Finally, using scRNA-seq, we demonstrated that modified antisense oligonucleotide inhibitor of LINC00607 can reverse dysfunctional changes induced by high glucose and TNFα in ECs. Collectively, our study demonstrates a multi-pronged approach to characterize LINC00607 in vascular cells and its gene regulatory networks in ECs and VSMCs. Our findings provide new insights into the regulation and function of SE-derived lncRNAs in both vascular homeostasis and dysfunction in a cell-type and context-dependent manner, which could have a significant impact on our understanding of epigenetic regulation implicated in cardiovascular health and diseases like diabetes.

## Introduction

Vascular endothelial cells (ECs) at the critical interface of circulating blood and vessel wall are fundamental gatekeepers for cardiovascular health and whole-body homeostasis. These cells are sensitive to alterations in flow dynamics, nutrients and metabolites, inflammatory signals, etc. Their maladaptation to these stimuli causes EC dysfunction or endotheliopathy, which is one of the early cellular processes contributing to a variety of metabolic and cardiovascular diseases (CVDs). For example, upon exposure to chronic hyperglycemia and inflammation prevalent in diabetes, one of the biggest risk factors driving CVDs, ECs can activate a transcriptional program that decreases nitric oxide (NO) bioavailability, impairs angiogenesis, and activates pro-inflammatory and pro-fibrotic states (1, 2). Lines of evidence suggest that hyperglycemic insults can result in long-lasting disease-driving epigenetic changes including DNA methylation, histone modifications, and long non-coding RNAs (lncRNAs)-mediated modulations (3–8). Thus, better understanding of the epigenetic (dys) regulation in ECs can provide valuable information to develop improved treatment of these diseases.

LncRNAs are >200 bp in length, polyadenylated, and often spliced. A significant portion of lncRNAs is transcribed from enhancers, the major gene-regulatory elements that promote gene transcription through *cis*-action. These lncRNAs have been termed enhancer-associated lncRNAs or elncRNAs (9–12). As such, the genomic regions of elncRNAs are typically marked by permissive histone marks such as H3K27ac (active enhancers) and H3K4me1 (poised enhancers) and bound by transcription factors (TFs) (13–16). Akin to the role of enhancers to augment gene expression, elncRNAs have been suggested to indicate enhancer activity and play a locus-dependent or independent role in the regulation of gene expression *in cis* or *trans* (11, 12). In ECs, several elncRNAs have been identified to regulate various aspects of EC function. We have identified *LEENE* (*LINC00520*) that promotes the nascent RNA synthesis of eNOS, an EC hallmark gene and thereby EC homeostasis (17). GATA6-AS1 is another elncRNA shown to be hypoxia-induced and regulate angiogenesis in ECs by interacting with LOXL2 protein (18). More recently, *AERRIE* (*LINC01013*) has been reported as a flow-inducible elncRNA that modulates EC barrier function and migration (19). Most of these elncRNAs are enriched in the nucleus, bound to chromatins, and regulate transcriptional activity.

When present in stretches and clusters, enhancers have been identified as super-enhancers (SEs), which are collectively bound by an array of transcription factors (TFs) to drive transcription of genes involved in cell identity and fate (20, 21). Furthermore, SEs are enriched in single nucleotide polymorphisms (SNPs) associated with specific diseases, in a cell type-specific manner (20, 22). In ECs, enhancers and SEs not only govern EC lineage and identity, but the aberrant activation of certain SEs, e.g., through TNFα-NF-κB signaling, can also contribute to inflammation and atherogenesis (23, 24), highlighting a pivotal role of SEs in cardiovascular disease. Like enhancers, SEs can also give rise to lncRNAs. However, other than lncRNA MALAT1, which is transcribed from a universal SE and has been studied in most cell types including ECs (25–27), there are no studies investigating SE-derived lncRNAs in ECs and very few in the cardiovascular system. In our previous study to profile RNA-genome interactions in ECs treated with a combination of high glucose and TNFα (HT) mimicking the diabetic milieu, we found that the RNA-DNA interactions were highly enriched in SEs (28). Specifically, we identified the SE-derived LINC00607 whose expression was induced by HT in ECs. In HT-treated ECs, inhibition of nuclear localized LINC00607 leads to decreased monocyte adhesion and suppressed expression of pro-inflammatory gene such as PAI1 (encoded by *SERPINE1* gene), a key driver of insulin resistance and EC dysfunction (28). These findings suggest that LINC00607 may be a novel epigenetic regulator in the vasculature that plays crucial role in vascular health and disease.

A recent study identified LINC00607 as one of the most significantly upregulated genes in osteosarcoma as compared to adjacent non-cancerous tissues and demonstrated a role for this lncRNA in promoting cancer cell proliferation and invasion (29). However, the distribution, regulation, and function of LINC00607 in non-cancerous tissues, particularly in the vasculature remains to be explored. Thus, in this study we determined the expression pattern of LINC00607 in human arteries, its upstream TF, and its regulatory role in ECs under conditions pertinent to vascular homeostasis and dysfunction. Leveraging multi-omics data, we identified LINC00607 as a vascular-enriched SE-derived lncRNA that may play both *cis*- and *trans*-regulatory roles in modulating EC as well as vascular smooth muscle cell (VSMC) functions. At transcriptional level, LINC00607 is in part regulated by c-Myc, a well-known TF that regulates cellular function essential to both health and disease. Importantly, inhibition of LINC00607 leads to a profound reversal of HT-induced ECM remodeling and pro-inflammatory and pro-fibrotic activation in ECs. Together, our findings highlight LINC00607 as an emerging crucial epigenetic regulator in the vessel wall and the potential of targeting SE-derived lncRNAs such as LINC00607 for improved treatment or reversal of CVDs and metabolic memory in diabetes-associated vascular complications.

## Materials and Methods

### Human Tissues

Human tissue studies were conducted on deidentified specimens obtained from the Southern California Islet Cell Resource Center at City of Hope. The research consents for the use of postmortem human tissues were obtained from the donors' next of kin and ethical approval for this study was granted by the Institutional Review Board of City of Hope (IRB #01046). T2DM was identified based on diagnosis in the donors' medical records as well as the percentage of glycated hemoglobin A1c (HbA1c) of 6.5% or higher. The intimal RNA was isolated from human mesenteric artery by flushing the inner lumen with TRIzol once as previously described (30). Donor information is summarized in Supplementary Table 1.

### Cell Lines

For most *in vitro* experiments involving ECs, human umbilical vein ECs, i.e., HUVECs (Cell Applications Inc., San Diego, CA, Catalog # 200p-05n and lot # 3,363 and 2,914) between passages 5–8 pooled from multiple donors were used after testing negative for mycoplasma contamination. The cells were cultured in M199 (Sigma M2520) supplemented with 15% FBS (Hyclone, SH30910.02), β-endothelial cell growth factor (Sigma, E1388), and 100 units/ml penicillin and 100 mg/ml streptomycin (Thermo Fisher Scientific). Human VSMC (HVSMC) were purchased from ATCC (Manassas, VA, USA) (PCS-100-012TM) and cultured in M231 medium with smooth muscle growth supplement (Gibco, Waltham, MA, USA) as previously described (31). All the cells were maintained at 37°C with 5% CO_2_ in a hydrated incubator.

### Cell Transfection and Stimuli

For LINC00607-knockdown experiments, an antisense locked nucleic acid (LNA) modified oligonucleotide (GapmeR) specifically targeting LINC00607 (NR_037195.1) was designed by QIAGEN (28). 

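The LINC00607 LNA listed in the supplement, ATAGGTCACGCATTCT, is 16 nt long and pairs with the sequence AGAATGCGTGACCTAT of the RNA. A GapmeR of this kind is a short strand of DNA with locked nucleotides at both ends, which pairs with an RNA and directs RNase H to cut it. In GRCh38 the target sequence occurs 1 time without a mismatch, on the minus strand of chromosome 2 from 215750404 to 215750419. LINC00607 (ENSG00000235770) is annotated there by GENCODE version 44 as a lncRNA on the minus strand, from 215611563 to 215848954, with 13 transcripts. In transcript ENST00000445174, which has 10 exons, the target spans the junction of exon 1 (215843326 to 215843536) and exon 2 (215750243 to 215750417). Its first 2 bases are the end of exon 1 and the other 14 the start of exon 2. The 30 bases before the target are GATGAACAATGAACAGATAACACAAATAGA in this spliced transcript and AACTTCTAAAGACCCTTGCAAATCTGTTTC in the pre-mRNA, because the end of the intron holds the same 2 bases as exon 1. In both cases the target is followed by CCAATCCTTCCTCTCATGGAAACACCAACT. The full target is contained in 2 of the 13 transcripts, and both qPCR primers for LINC00607 (215612139 to 215612158 and 215612014 to 215612033) match 2 transcripts, of which 1 also contains the target. With at most 3 mismatches, the sequence matches the genome on either strand at 16 further sites with 1 mismatch, 601 with 2 and 10877 with 3. Another 4 annotated genes overlap LINC00607, 3 of them on the opposite strand. FN1 (ENSG00000115414) lies downstream on the same strand from 215360440 to 215436073, and 175489 bases separate the pair.

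**Figure D1:**
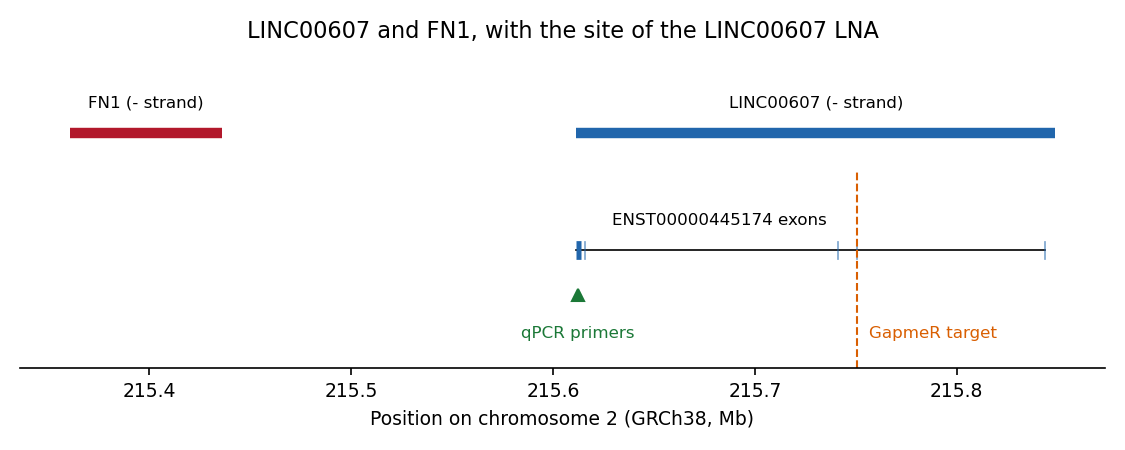
Map of LINC00607 and FN1 on chromosome 2 of GRCh38, with position in Mb on the horizontal axis. Bars show the genes, thin marks the exons of ENST00000445174, the dashed line the target of the LINC00607 LNA at 215750404 and the triangle the qPCR primers, which lie in the last exon.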

For LINC00607-KD under basal condition, the final concentration of LINC00607-LNA is 50 nM, treated for 48 h. For LINC00607-KD in HUVEC under HT, the final concentration of LINC00607-LNA is 25 nM, treated for 72 h. For Myc-knockdown experiments, a pool of 3 different siRNAs were purchased from Thermo Fisher Scientific. c-Myc-siRNA was used at 20 nM treated for 72 h. LNA GapmeR or siRNAs were transfected into HUVECs with Lipofectamine RNAiMAX following the protocol provided by the manufacturer (Thermo Fisher Scientific). The cells were returned to M199 complete medium 4–6 h after transfection and incubated for 3 days or treated with high glucose (25 mM final concentration) + TNFα treatment (5 ng/ml; Thermo Fisher Scientific Cat # PHC3011) (abbreviated as HT) for 3 days as in our previous study (28). For the reversal experiment, ECs were treated with HT first before transfection. D-mannitol at 25 mM was used as an osmolarity control. HVSMC transfection was done as previously described (31).

### Immunoblotting

Cell lysates were resolved on an SDS-PAGE gel followed by immunoblotting with two different antibodies against c-Myc. Recombinant Anti-c-Myc antibody (ab32072, Abcam, 1:1000 dilution) or c-Myc Rabbit mAb (18,583, Cell Signaling Technology, 1:1000 dilution) were used as primary antibodies, and anti-rabbit (7,074 s, Cell Signaling Technology, 1:5000 dilution) was used as the secondary antibody. β-actin Rabbit mAb (8,457 s, Cell Signaling Technology, 1:1000 dilution) was used for loading control.

### Tube Formation Assay

Tube formation assay was performed as previously described (32) with slight modifications. Briefly HUVECs were plated on a Matrigel (Corning, Catalog # 356234) coated 24-well plate in M199 complete media, incubated for up to 12 h in 5% CO_2_ at 37°C, and examined for capillary tube formation under an inverted microscope and imaged. Three randomly selected views were captured, and the formed tubes were counted.

### Quantitative PCR, Bulk RNA-Seq, and Data Analysis

Total RNA was extracted using TRIzol reagent and cDNAs were synthesized using the PrimeScript™ RT Master Mix containing both Oligo-dT and random hexamer primers. qPCR was performed with Bio-Rad SYBR Green Supermix following the manufacturer's protocol on the Bio-Rad CFX Connect Real Time system with β-actin as internal control. All primer sequences used for qPCR amplification are listed in Supplementary Table 2.

For HUVEC bulk RNA-seq, 500 ng total RNA per sample was subjected to library construction using KAPA mRNA HyperPrep Kit (Roche Diagnostics) following the manufacturer's manual. The libraries were sequenced in HiSeq2500 using the SR50 mode. For HVSMC bulk RNA-seq, 200 ng total RNA per sample was subjected to library construction using KAPA mRNA HyperPrep Kit (Roche Diagnostics) following the manufacturer's manual. The libraries were sequenced in HiSeqX using the PE150 mode.

To analyze abundance of LINC00607, ENCODE RNA-seq data (corresponding to Supplementary Figure 2) were downloaded from GSE78534, GSE78528, GSE78548, GSE78541, GSE88601, GSE78645, GSE78660, GSE88615, GSE78671, GSE78609, GSE78613, GSE78588, GSE78540, GSE78533, GSE78536, GSE88167, GSE90268, GSE90272, GSE78619, GSE78618, GSE78649, and GSE78587.

RNA-seq data were analyzed as previously described (28, 33). The FATSQ files were aligned to human reference genome (Ensembl GRCh38.105) using STAR (v2.4.7a) (34). FeatureCounts from Subread package (v2.3.0) (35) were used to generate counts of the uniquely mapped reads. The raw count matrices were prefiltered to remove genes with very low read counts and used as input for differential gene expression analysis using the R package DESeq2 (36). Differentially expressed genes (DEGs) with *P*-values < 0.01 were considered significant and genes with Log_2_ fold change (FC) > |1| were used for subsequent analysis. Gene ontology (GO) enrichment analysis was performed using the Gene Ontology Consortium platform (37) and Benjamini-Hochberg corrected *P*-values < 0.05 were considered significantly enriched pathways.

### Single-Cell RNA-Seq Sample Preparation and Analysis

Our published datasets from EC-enriched human mesenteric arterial cells (28) was first analyzed using Cellranger (v6.1.1), the standard pipeline provided by 10X Genomics, which aligned the raw reads to human hg38 reference transcriptome. The aligned data was then processed using the R package Seurat (v3.2.3) following published guidelines (38). Initially, well-established filtering steps were performed to remove genes expressed in <3 cells and cells expressing <200 genes. A threshold was set at the 98th percentile for gene distribution in each sample, and cells above that threshold were removed to account for possible multiplets. Furthermore, cells containing >20% mitochondrial genes were filtered out. Next, the “sctransform” normalization strategy was used where the residuals of negative binomial regression were used to model each gene. Any gene expressing a positive residual indicated that more unique molecular identifiers (UMIs) were observed than predicted considering the sequencing depth and gene average expression. The converse is represented by a negative residual (39). Datasets from the four samples then underwent integration to enable joint dimensionality reduction and clustering without being influenced by donor condition. Cells-pairs in matched biological states between samples were identified as “anchors” and used to integrate the data. The standard pre-processing step of scaling was performed prior to principal component analysis (PCA) on all cells and top 1,000 highly variable genes using the scaled z-score expression values were identified. The top 15 significant principal components (PCs) were used as an input to the uniform manifold approximation and projection (UMAP) algorithm with 0.5 resolution (Seurat default). Cell clusters were generated and annotated using the following markers based on existing literature and PanglaoDB (40–42): for VSMCs, *ACTA2, MYH11, WT1*, and *TAGLN*; for ECs, *VWF, PECAM1, EGFL7, ID3, GNG11, MCAM, CLDN5*, and *CDH5*; for macrophages, *CD68, MARCH1*, and *CD52*; for fibroblasts, *LUM* and *DCN*; for T cells, *CD3D* and *CD3E*; and for NK cells, *KLRD1* and *NKG7*.

Differential expression analysis was performed on UMI counts that had been normalized using “LogNormalize” and scaled. The Seurat default, non-parametric Wilcoxon test was used to analyze genes expressed in at least 10% of cells. The log fold-change of the average expression was thresholded at 0.25 and a pseudocount of 1 was added to the averaged expression values.

For scRNA-seq of HUVECs, ECs were trypsinized and suspended into a single cell suspension for scRNA-seq library preparation following the 10x Genomics Chromium 3' expression protocol and as described (28). The same steps were utilized to perform scRNA-seq analysis on HUVECs with the following exceptions: (1) Seurat (v.4.0) R package was utilized, (2) the top 30 significant PCAs were used as input for UMAP, (3) high mitochondrial genes were defined as >25% per cell and filtered out, (4) clusters were annotated as either LINC00607 high (>1), mid (0.5–1) or low (<0.5).

### Single-Molecule RNA Fluorescent *in situ* Hybridization (smFISH) and Image Analysis

Fresh frozen human mesenteric artery cryosections of 10 μm thickness were subjected to smFISH using RNAscope™ Multiplex Fluorescent V2 Assay (ACDBio, 323100) with probes specifically designed to target the LINC00607 transcript NR_037195.1 (RNAscope® Probe—Hs-LINC00607-O1; Catalog # 894351). Briefly, the cryosections were ethanol dehydrated and permeabilized with Protease Plus reagent for 30 min before probe hybridization, signal amplification, and development following the manufacturer's protocol. smFISH in HUVECs was performed similarly with a slight modification. Briefly, cells were grown and treated on glass coverslips coated with Poly-lysine and fibronectin and then fixed with 4% paraformaldehyde. After fixing, the cells were subjected to ethanol dehydration, hydrogen peroxide pre-treatment, permeabilization with Protease III reagent (1:10 dilution) and probe hybridization before developing the signal. Image analysis was performed using FIJI (ImageJ software). For smFISH in HUVECs, LINC00607 signal per nucleus was computed by drawing a mask around the nucleus (with DAPI channel as reference) and determining the average gray value of LINC00607 signal within this mask per nucleus.

### Statistical Analysis

For all the high-throughput sequencing experiments, 2–3 biological replicates were used. For other experiments at least three independent experiments were performed. For these experiments, statistical analysis was performed using *t*-test (unpaired, two-sided) between two groups or ANOVA followed by Bonferroni *post-test* for multiple-group comparisons. *P* < 0.05 was considered as statistically significant unless otherwise specified. The quantification and statistical analysis have also been specified and detailed in the results, figure legends, and methods.

### Data Availability

All high-throughput sequencing data supporting the current study have been deposited on GEO (Accession# GSE197956). The sample information is provided in Supplementary Table 4. The bulk RNA-seq data for LINC00607-KD in HUVEC under HT is included in Accession# GSE135357.

## Results

### Expression of LINC00607 in Human Arteries

To map the expression of LINC00607 in human arteries, we leveraged the scRNA-seq data previously obtained from mesenteric arteries of 4 human donors (2 healthy control vs. 2 T2D) (28). Specifically, the arterial tissues were collected using a published method in which the intimal layer was dissociated, followed by enzymatic digestion into single-cell suspension for 10x Genomics scRNA-seq workflow (43). Analysis of >12,000 single cells identified 3,366 ECs and 1,120 VSMC among other cells present in the mesenteric artery (Figure 1A). LINC00607 was detected in ECs and VSMCs by scRNA-seq, which captures transcripts with poly A tails (Figures 1B,C). scRNA-seq analysis also revealed higher levels of LINC00607 in T2D ECs and VSMCs as compared to healthy donors, evident by both average expression levels in single cells and percentage of cells expressing LINC00607 (Figures 1B,C). As cell type controls, *CDH5* (encoding vascular endothelial cadherin) and *ACTA2* (encoding alpha smooth muscle cell actin) were abundantly expressed in ECs and VSMCs, respectively.

**Figure 1:**
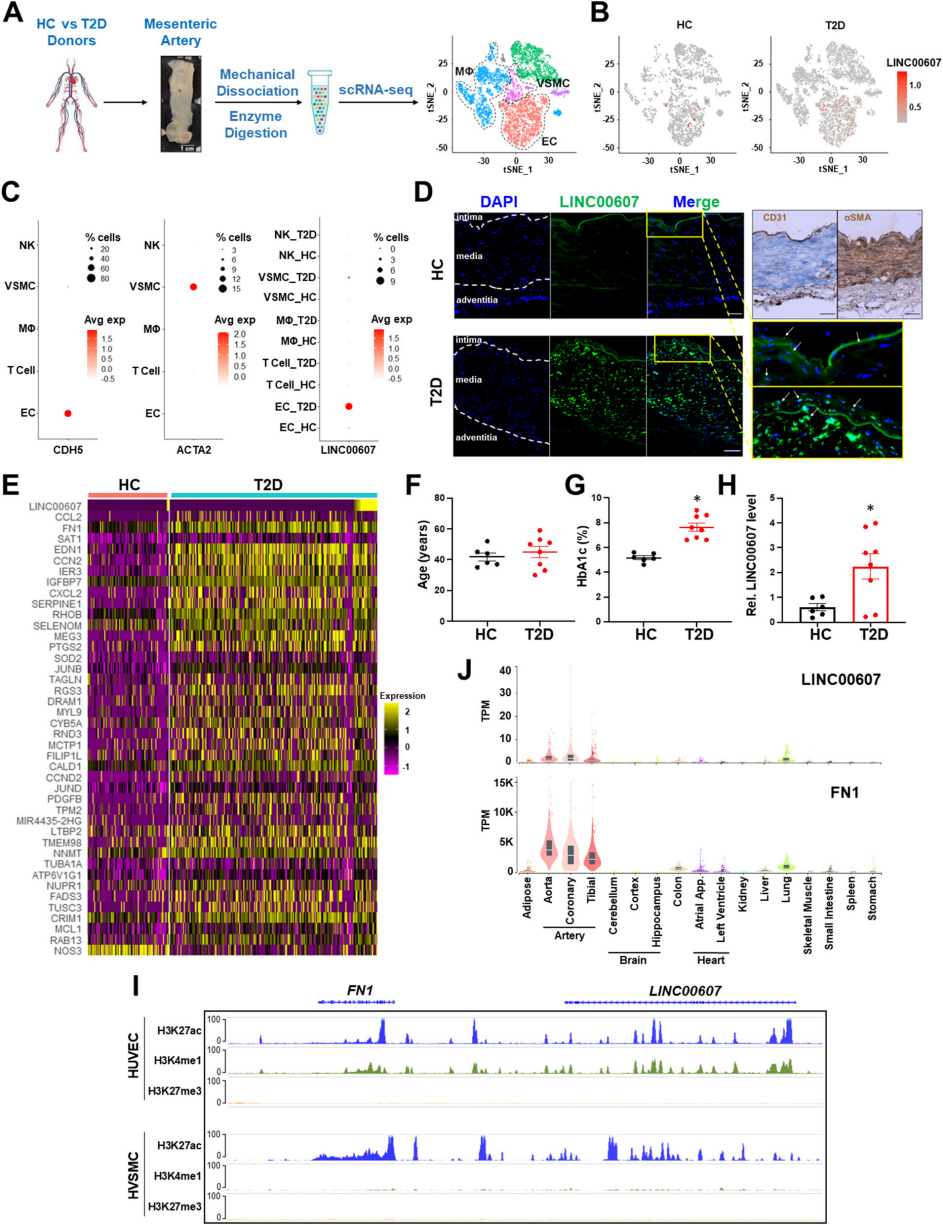
Expression of LINC00607 in human arteries. **(A)** Workflow of intimal layer isolation from human mesenteric artery samples from healthy control (HC) and type 2 diabetic (T2D) donors through single cell isolation and transcriptomic profiling to identify major cell types plotted on UMAP. **(B)** UMAP of LINC00607 expression level in each single cell across different cell clusters/cell types in HC or T2D donors. The RNA levels are represented by log-normalized unique molecular identifier (UMI) counts. **(C)** Dotplot of CDH5, ACTA2 and LINC00607 expression. Dot size corresponds to proportion of cells within the group expressing each gene, and dot color corresponds to its expression level. **(D)** smFISH of HC and T2D human mesenteric arteries with LINC00607 probe (green). Yellow boxes are zoomed in images of intima. DAPI staining indicative of nuclei. IHC with EC marker, CD31 and VSMC marker, αSMA to determine histology of vessel and delineate vessel layers. Scale bar = 100μm. **(E)** Expression heatmap of representative DE genes induced in T2D vs. HC donor-derived ECs including *LINC00607, CCL2*, and *SERPINE1*. **(F–H)** Age **(F)** and HbA1c levels **(G)** of human donors whose mesenteric arterial intima were used for LINC00607 quantification using qPCR **(H)**. Data are represented as mean ± SEM in the scatter plots with indicated *P*-value based on unpaired *t*-tests between the healthy and T2D donors. *P < 0.05 based on unpaired *t*-tests between HC and T2D donors. **(I)** ChIP-seq tracks of H3K27ac, H3K4me1, and H3K27me3 of LINC00607 and FN1 genomic loci in HUVEC and HVSMC plotted using Epigenome Browser. Data source: HUVEC H3K27ac (ENCFF000BRY), H3K4me1 (ENCFF000BST), and H3K27me3 (ENCFF135HPM); VSMC H3K27ac (ENCFF291XEQ), H3K4me1 (ENCFF013AWX), and H3K27me3 (ENCFF360FGJ). **(J)** LINC00607 and FN1 expression in human tissues revealed by the GTEx database. Figure 1A is adapted from (43).

Consistent with scRNA-seq, smFISH revealed the expression of LINC00607 in intima and media of the mesenteric arteries, with remarkably higher signals in the T2D donor as compared to the healthy control (Figure 1D), whereas negative controls yielded no significant signals in either tissue (Supplementary Figure 1). Of note, as a validation of the diabetic state of our select donor-derived tissues, expression levels of many well-known EC dysfunction markers (e.g., *CCL2, FN1, SERPINE1, EDN1*, etc.) were increased in ECs of T2D vs. control donors (Figure 1E). We also verified the expression pattern of LINC00607 by qPCR using tissues collected from multiple donors. Indeed, LINC00607 levels in the intima-enriched arterial tissues were significantly higher in age-matched T2D donors (*n* = 8) relative to those in the healthy individuals (*n* = 6) (Figures 1F–H).

We exploited multiple transcriptomic and epigenomic datasets available at ENCODE and genotype–tissue expression (GTEx) (44, 45) to determine the expression pattern of LINC00607. Based on ChIP-seq data, the genomic region of *LINC00607* is indeed highly enriched in H3K27ac and H3K4me1 in HUVECs and VSMCs, indicating an enhancer state in these two cell types (Figure 1I). Furthermore, LINC00607 RNA is transcribed in arterial ECs and VSMCs evident by RNA-seq data from multiple ENCODE datasets (Supplementary Figure 2). Interestingly, FN1, one of the best characterized genes associated with CVD, is located ~175Kb downstream of LINC00607 (Figure 1I). According to the tissue distribution revealed in GTEx, the highest abundance of LINC00607, like that of FN1, was detected in arteries, as compared to other major organs and tissues (Figure 1J). Taken together, these data suggest that LINC00607 is a vascular-enriched SE-derived lncRNA expressed in ECs and VSMCs and is upregulated in diabetes.

### LINC00607 Regulates Basal Function in ECs and VSMCs

Given the active transcription and SE state of *LINC00607* in both ECs and VSMC, and that SEs are important to maintain cell lineage and identity, we queried the role of LINC00607 in the regulation of basal function of ECs and VSMCs. To this end, we used a locked nucleic acid (LNA)-GapmeR to knockdown LINC00607 (607-KD) in HUVECs and HVSMC and performed RNA-seq simultaneously in the two cell types. 

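The RNA-seq comprised 10 samples. HUVECs, endothelial cells of the umbilical vein that the paper describes as pooled from multiple donors, gave 3 samples with the scramble LNA (Scr) and 3 with the LINC00607 LNA (LINC00607-KD). HVSMC, a commercial culture of human vascular smooth muscle cells, gave 2 of each. Both LNAs were used at 50 nM for 48 h. According to the paper's methods, mRNA libraries were sequenced as single reads for HUVECs and as read pairs for HVSMC, on different instruments, so the sequencing run cannot be told apart from the cell type. The authors aligned the reads to GRCh38 with STAR, counted uniquely mapped reads per gene with featureCounts, and deposited these counts without normalization for each Ensembl gene. The counts of HUVEC samples summed to between 25552343 and 27458578 for Scr (median 26602896) and between 28060212 and 29696334 for LINC00607-KD (median 28074490). Those of HVSMC summed to 108533953 and 110445141 for Scr and to 97803917 and 71540471 for LINC00607-KD. From these counts, LINC00607-KD was compared with Scr separately in each cell type with edgeR's quasi-likelihood test after TMM normalization, on the genes that edgeR's filter for low counts kept (18894 in HUVECs, 24452 in HVSMC). Levels are given as CPM, the counts scaled to a common TMM-normalized library size. The paper's text does not say whether counting used the strand of the reads, so the counts of genes that overlap on either strand, and of paralogs with near-identical sequence, can hold each other's reads and are uncertain. Replicates differed more in HVSMC than in HUVECs in spite of the deeper sequencing. The biological coefficient of variation was 0.148 in HVSMC and 0.033 in HUVECs, and the median standard error of a log2 fold change was 0.198 against 0.0717. Replicates are not stated to come from separate donors. The P values therefore measure the spread among replicate samples, which was small in HUVECs, and not that among donors.

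LINC00607 itself was counted 585, 537 and 486 times in the HUVEC Scr samples and 29, 32 and 39 times in the LINC00607-KD samples. Its level fell from 20.6 ± 2.50 CPM (SD, n = 3) to 1.15 ± 0.213 CPM (SD, n = 3), a log2 fold change of −4.17 (standard error 0.132, adjusted P = 1.47e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 5.57% of the Scr level. In HVSMC the RNA was scarcer. It was counted 111 and 108 times in Scr and 30 and 30 times in LINC00607-KD, a log2 fold change of −1.49 (standard error 0.319, adjusted P = 0.0161 from the same test), which leaves 35.7%. Of the alternatives tried, the largest move came from leaving out HVSMC LINC00607-KD replicate 1, which gave −1.28 and an adjusted P of 0.0515 while staying past the unadjusted threshold of 0.01. The difference between the log2 fold changes, HVSMC minus HUVECs, was 2.68 (adjusted P = 5.56e-05 for the interaction in edgeR's fit of all 10 samples, Benjamini-Hochberg adjustment).

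**Figure D2:**
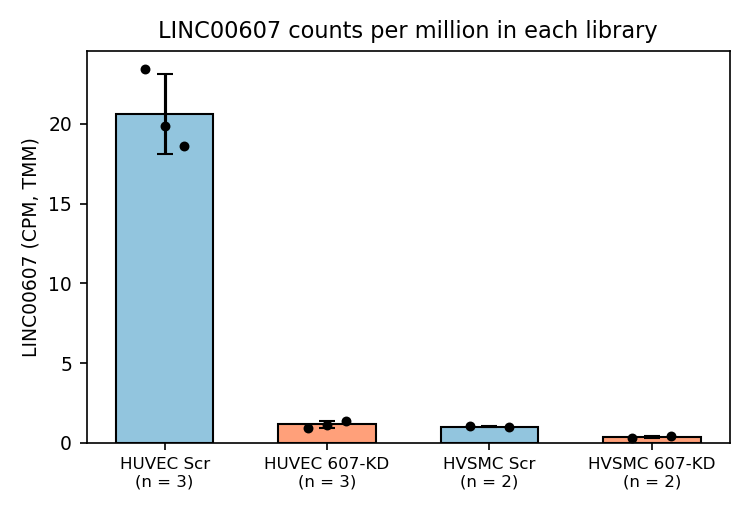
LINC00607 level in CPM in each group. Bars show the mean, error bars the SD and points the single samples, 3 per group in HUVECs and 2 per group in HVSMC. The HUVEC mean falls from 20.6 to 1.15 CPM.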

Compared to the scramble control, LINC00607 inhibition led to 1,785 differentially expressed genes (DEGs) with 697 up- and 1,088 down-regulated genes in ECs (Figure 2A). 

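With the study's thresholds, an unadjusted P below 0.01 and an absolute log2 fold change above 1, edgeR's test called 2175 DEGs among the genes tested in HUVECs. After LINC00607-KD 806 of them were higher and 1369 lower, so that 62.9% were down-regulated. Chance alone would bring 189 genes under the P threshold before the fold change is considered. When the Benjamini-Hochberg adjusted P replaced the unadjusted one, 2142 DEGs were left, 794 higher and 1348 lower. The count moved most when the fold change threshold was dropped, to 11010 genes with 5436 higher and 5574 lower. DESeq2, the tool named in the paper's methods, called 2016 DEGs at the study's thresholds, of which 2010 were also called by edgeR. In 2172 of the 2175 DEGs the LINC00607-KD samples did not overlap the Scr samples, against 10% of genes by chance for 3 samples against 3 and 69.2% among all genes tested.

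The largest increases, among DEGs by the adjusted P with a mean of at least 1 CPM and no overlap between the groups, were those of PI16, IL1B, KLHDC7B, MMP3 and TWIST1. PI16 (ENSG00000164530, chromosome 6) rose from 0.322 ± 0.0868 CPM (SD, n = 3) to 47.1 ± 4.39 CPM (SD, n = 3), a log2 fold change of 7.18 (standard error 0.141, adjusted P = 1.05e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1B (ENSG00000125538, chromosome 2) rose from 1.10 ± 0.313 to 142.9 ± 8.37 CPM, with a log2 fold change of 7.01 (standard error 0.0912, adjusted P = 2.42e-17 from the same test). MMP3 was counted 0, 1 and 2 times in Scr and 105, 85 and 66 times in LINC00607-KD, too few in Scr for a fold change to be given. The largest decreases were those of MC5R, STK33, PAPPA2, KCNN2 and DIAPH2. MC5R was counted 49, 57 and 67 times in Scr and 2, 0 and 0 times in LINC00607-KD. PAPPA2 fell by 5.09 on the log2 scale (standard error 0.205, adjusted P = 2.96e-12 from the same test). DIAPH2 (ENSG00000147202, chromosome X from 96684712 to 97604997) fell from 59.2 ± 1.09 to 3.29 ± 0.556 CPM, with a log2 fold change of −4.17 (standard error 0.0743, adjusted P = 8.24e-16 from the same test). Its gene body holds a sequence that differs from the GapmeR target at 1 base.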

Pathway enrichment analysis of these DEGs revealed that collagen catabolic process, extracellular matrix (ECM) organization, cell adhesion, inflammatory response, and angiogenesis are regulated by LINC00607 in ECs (Figure 2B). Specifically, DEGs involved in ECM organization, cell adhesion, and angiogenesis such as *COL4A1, CTGF, FN1, SERPINE1*, and *TGFB2* were significantly downregulated upon 607-KD in ECs (Figure 2C; Supplementary Figures 3B,E). 

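Because no Gene Ontology annotation was used here, the pathways were examined through 16 gene families written down by symbol before the counts were seen, each tested with limma's camera on the edgeR counts at a preset inter-gene correlation of 0.01. In HUVECs 8 of the 16 families were called at a Benjamini-Hochberg adjusted P below 0.05. Collagens had the smallest value. Of 24 collagen genes 18 were lower after LINC00607-KD, with a median log2 fold change of −1.08 (camera, limma, adjusted P = 3.74e-07). Laminins (median −0.51, 7 of 11 genes lower, adjusted P = 0.0181 in limma's camera) and cadherins (median −0.36, adjusted P = 0.000377, 6 of 8 genes lower) also fell. Chemokines rose, 10 of 14 genes being higher with a median of 1.21 (adjusted P = 0.000152 in limma's camera). Interleukins were called higher (adjusted P = 7.8e-05 in limma's camera) with a mean log2 fold change of 0.88 and a median of 0.07 over 11 genes, as a few members carried the rise. The p53 targets rose in 16 of 20 genes (median 0.38, adjusted P = 7.65e-06 in limma's camera). The 20 mitotic genes were all slightly lower, with a median of −0.28 (adjusted P = 0.0417 in limma's camera). Of 19 endothelial regulators of angiogenesis 12 were lower (median −0.33, adjusted P = 0.0181 in limma's camera). All 8 calls held under limma's fry, a rotation test of the set as a whole, which called 13 families. Fry does not compare a set with other genes, and 58.27% of all genes tested in HUVECs had an unadjusted P below 0.01 in edgeR's test. Its agreement therefore adds little to the calls by camera. The setting that moved the number of calls most was an inter-gene correlation estimated from the data, under which camera called none of the 16, the smallest adjusted P being 0.0552 for collagens. Integrins (median −0.19) and interferon-stimulated genes, both at an adjusted P of 0.0699 in limma's camera, were not called, although 18 of 20 interferon-stimulated genes were lower with a median of −1.09 and 11 were DEGs. The matrix metalloproteinases, which include the collagenases, were not called either, with a median of −0.38 but a mean of 0.48.

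Genes among those with the smallest P in these families show the clearest single changes, not the typical size of a family's change. Of the collagens 13 were down-regulated DEGs and 6 up-regulated. Among collagens COL5A1 fell by 1.80, COL12A1 by 1.20 and COL18A1 by 1.44 on the log2 scale (adjusted P = 5.28e-15, 1.26e-14 and 2.15e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was −1.80 for LAMA3 and −1.52 for CDH2. Among genes that rose it was 3.26 for CXCL6, 2.28 for IL1A, 1.14 for CDKN1A and 0.86 for MDM2. The angiogenesis regulators went both ways, with a log2 fold change of −2.30 for UNC5B and of 3.14 for PLVAP (adjusted P = 1.14e-12 and 1.49e-12 from the same test).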

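COL4A1, CTGF, FN1 and TGFB2 were lower in every LINC00607-KD sample of HUVECs than in every Scr sample. COL4A1 (ENSG00000187498, chromosome 13 from 110148963 to 110307157), whose start overlaps that of COL4A2 on the opposite strand, went from 612.7 ± 35.3 CPM in Scr (SD, n = 3) to 362.8 ± 29.4 CPM after LINC00607-KD (SD, n = 3). Its log2 fold change was −0.76 (standard error 0.0496, adjusted P = 1.13e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the fold change threshold. CTGF, now named CCN2 (ENSG00000118523, chromosome 6 from 131948176 to 131951372), fell from 914 ± 6.81 to 366.7 ± 31.6 CPM, a log2 fold change of −1.32 (standard error 0.0451, adjusted P = 4.02e-13 from the same test). FN1 fell from 3757 ± 79.0 to 1939 ± 95.2 CPM. Its log2 fold change of −0.95 (standard error 0.0348, adjusted P = 8.24e-13 from the same test) also stopped short of the threshold. TGFB2 (ENSG00000092969, chromosome 1 from 218345336 to 218444619) was far scarcer, at 16.1 ± 0.829 CPM in Scr and 6.23 ± 0.844 CPM after LINC00607-KD, a log2 fold change of −1.37 (standard error 0.0878, adjusted P = 8.51e-10 from the same test).

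Of the 42 genes printed in Figure 2C, 41 were tested in HUVECs and CYSLTR2 had too few counts. All 41 were lower after LINC00607-KD, with a median log2 fold change of −1.44, and 40 of them were down-regulated DEGs. HIPK2 was the exception, just short of the fold change threshold. As the paper chose these genes from the same samples, the tally is no independent evidence.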

Consistently, 607-KD decreased the tube forming activity of ECs in a dose-dependent manner (Figures 2D,E), which was particularly significant in the early time points (1–4 h) (Supplementary Figure 4).

**Figure 2:**
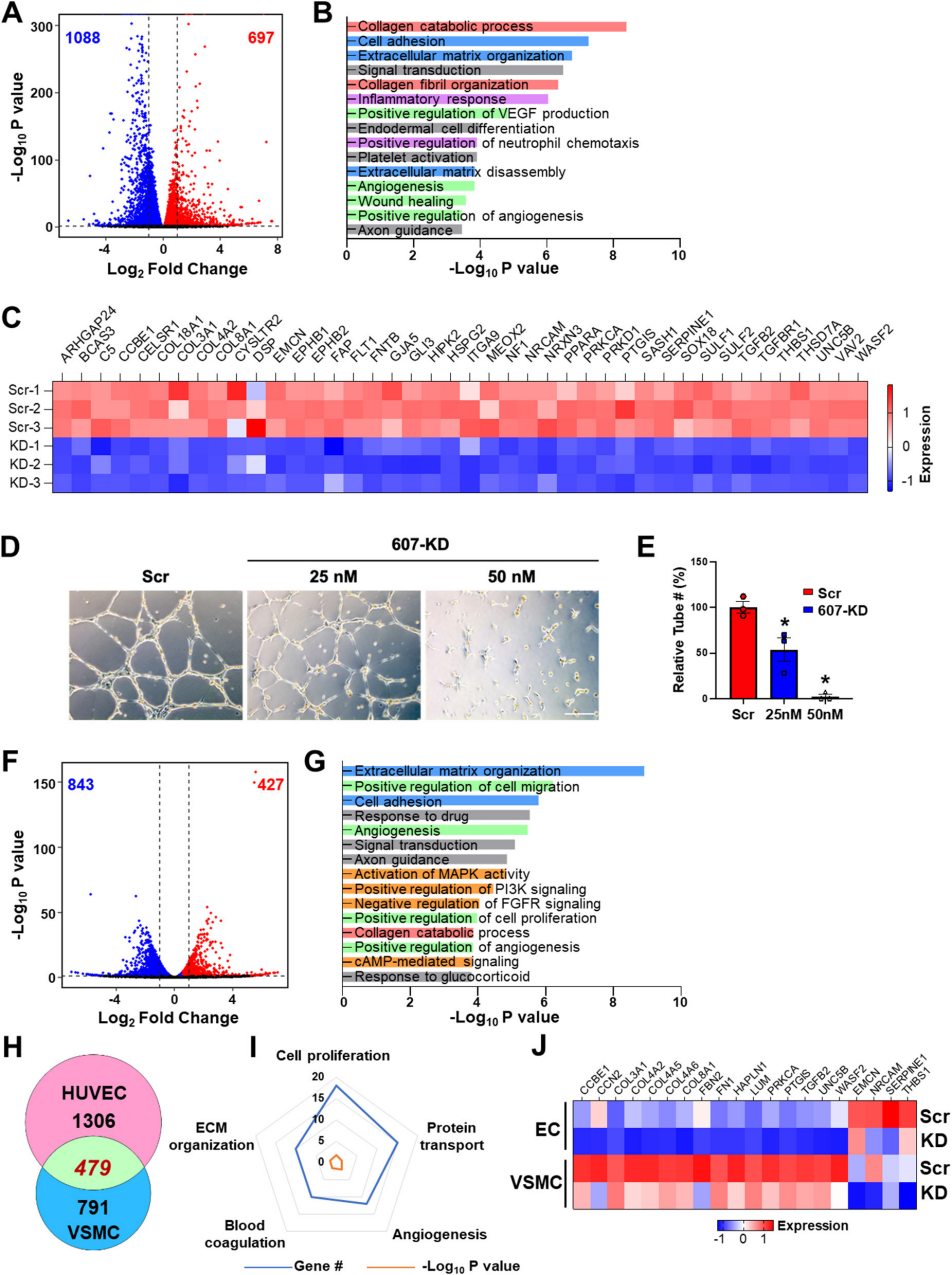
LINC00607 regulates basal EC and VSMC function. **(A)** Volcano plot indicating the DEGs upon 607-KD in HUVECs. Red and blue dots represent significantly up-regulated and down-regulated genes (with *P*-value cut-off of 0.01). Vertical dotted lines correspond to 2-fold differences. **(B)** Pathway enrichment analyses of DEGs upon 607-KD in HUVECs. Top 15 GO terms ranked by fold enrichment score for both the down- and up-regulated DEGs. **(C)** Expression of select down-regulated DEGs involved in angiogenesis due to LINC00607 knockdown (KD), as compared to scramble LNA (Scr). Heatmap is plotted based on z-scaled gene expression levels. **(D)** Representative images of tube formation of HUVEC transfected with either scramble or 607-KD at the indicated final concentration. The images were taken after incubating in Matrigel for 4 h. Scale bar = 100 μm. **(E)** Quantitative data of tube formation represented by numbers of tubes in randomly selected views. **(F)** DEGs upon 607-KD in VSMCs were plotted as in **(A)**. **(G)** Pathway enrichment analyses of DEGs upon 607-KD in VSMCs. Top 15 GO terms are plotted as in **(B)**. **(H)** Venn diagram showing the number of common DEGs upon 607-KD in HUVECs and VSMCs (in green). Numbers of unique DEGs in each cell type (pink for HUVECs and blue for VSMCs) are indicated. **(I)** Polygon radar chart showing the top 5 enriched pathways of the common DEGs in HUVECs and VSMCs. Data values for each vertex represent the number of DEGs classified in the indicated gene pathway in blue and the *P*-value (in -log_10_) in orange. **(J)** Expression heatmap of representative DEGs commonly affected by 607-KD in ECs and VSMCs.

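The HVSMC comparison rests on 2 Scr and 2 LINC00607-KD samples. At an unadjusted P below 0.01 and an absolute log2 fold change above 1, edgeR's quasi-likelihood test called 1728 DEGs, 542 higher and 1186 lower after LINC00607-KD, or 68.6% down-regulated. The P threshold alone would let 244.5 genes through by chance. An adjusted P below 0.01 left 1003 DEGs, with 304 higher and 699 lower. As a ratio the strictest alternative moved the count most, as only 93 DEGs passed a test against a log2 fold change of 1, while 4192 genes passed the P threshold without regard to fold change. DESeq2 called 1551 DEGs, 1505 of them shared with edgeR. None of the 1728 DEGs showed an overlap between the LINC00607-KD and Scr samples, but with 2 samples against 2 chance gives 33.3% of genes no overlap, and 58.1% of all genes tested had none.

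By the rule used for HUVECs, SERPINB2, SERPINB10, XDH, CCL20 and NTSR1 rose most. SERPINB2 (ENSG00000197632, chromosome 18) rose from 2.02 ± 0.327 CPM (SD, n = 2) to 95.9 ± 27.5 CPM (SD, n = 2), a log2 fold change of 5.57 (standard error 0.245, adjusted P = 8.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SERPINB10, its paralog and neighbour, changed by 5.46. Both also rose in HUVECs, with log2 fold changes of 2.88 and 2.91. ADH1B, IRAG1, PPL, PPP1R14A and SYNPO2 fell most. ADH1B (ENSG00000196616, chromosome 4) went from 13.2 ± 4.00 to 0.237 ± 0.0999 CPM, a log2 fold change of −5.75 (standard error 0.337, adjusted P = 0.00025 from the same test), and had 0 counts in all HUVEC samples. SYNPO2 fell by 3.12 on the log2 scale (standard error 0.222, adjusted P = 0.000251 from the same test).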

With the same cutoff, RNA-seq revealed a total of 1,270 DEGs in VSMCs due to 607-KD, with 427 up- and 843 down-regulated (Figure 2F). Interestingly, while 607-KD affected similar pathways in VSMCs as in ECs, such as ECM organization, cell adhesion, and collagen catabolic process, it also affected different pathways in VSMCs, e.g., cell proliferation and c-AMP signaling (Figure 2G). 

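The same 16 families were tested in HVSMC, where limma's camera called 14 of them. Collagens were again lower, in 29 of 35 genes with a median log2 fold change of −0.72 (camera, limma, adjusted P = 2.62e-10). Laminins (adjusted P = 0.0298), cadherins (0.0233), integrins (0.00509) and ADAMTS proteases (0.00984) were lower in the same test by limma's camera. The matrix metalloproteinases rose, in 12 of 17 genes with a median of 0.38 (adjusted P = 0.0079 in limma's camera), led by MMP3 with a log2 fold change of 3.17 and MMP1 with 1.82. The phosphodiesterases, which break down cAMP or cGMP, and the adenylate cyclases, which make cAMP, were tested together. They were lower in 21 of 29 genes (median −0.31, adjusted P = 0.00509 in limma's camera), with −1.91 for PDE3A. As the family pools both kinds of enzyme, its fall gives no direction for cAMP. The 20 mitotic genes moved up, 19 of them being higher with a median of 0.50 (adjusted P = 0.000357 in limma's camera), AURKA by 1.06. In addition the smooth muscle contractile genes fell in 12 of 14 (median −0.84, adjusted P = 3.51e-10 in limma's camera), with −2.67 for MYOCD and −2.79 for LMOD1. Metallothioneins rose (median 1.60 over 9 genes, adjusted P = 1.36e-10 in limma's camera), though their near-identical sequences leave single members uncertain. Interleukins (adjusted P = 0.00127) and p53 targets (0.00634) were higher, and interferon-stimulated genes (0.000566) and ATF4 targets (0.00167) lower, by limma's camera. The interleukins were carried by a few members, as 8 of 17 were lower and the median was 0.16. Under fry 7 of the 14 calls held in HVSMC, those of collagens, integrins, cadherins, metallothioneins, phosphodiesterases with adenylate cyclases, interferon-stimulated and contractile genes. The mitotic call was not among them (adjusted P = 0.203 in limma's fry), and an estimated correlation left 0 families, with a smallest adjusted P of 0.246.

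Whether the effect of LINC00607-KD differed between the cell types was tested gene by gene with an interaction term in one edgeR fit of all 10 samples. Of 21900 genes tested, 2047 differed at a Benjamini-Hochberg adjusted P below 0.01, with the effect higher in HVSMC for 1111 and lower for 936. That fit gives both cell types one estimate of spread per gene, although replicates differed more in HVSMC. For AURKA, as an example, the difference had a standard error of 0.155, below the 0.209 of HVSMC alone. The HVSMC spread can thus be understated, and the number of genes called may be too high. Genes that were DEGs in a single cell type were not all different by this test. It called 540 of the 1593 DEGs found in HUVECs only (33.9%) and 339 of the 1027 found in HVSMC only that could be tested (33.0%).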

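Of the genes tested in both cell types, 18248 in number, 582 were DEGs in both. They made up 26.8% of all DEGs in HUVECs and 33.7% of all those in HVSMC. These totals include DEGs that were not tested in the other cell type and could not be shared. Only 1967 DEGs of HUVECs and 1166 of HVSMC were tested in both, so the shares among these are larger. Independent calls would have given 125.7 shared genes, and the odds ratio was 11.3 (Fisher's exact test, two-sided, P = 5.01e-273, with genes taken as independent, which they are not). The direction was the same for 566 of the 582, 143 being higher and 423 lower in both, and opposite for 16. With the adjusted P in place of the unadjusted one, 421 DEGs were shared and 416 had the same direction. The largest count of shared DEGs, 761, came from dropping the filter on low counts. Across the 18248 genes the log2 fold changes in HUVECs and HVSMC had a Pearson correlation of 0.535 and a Spearman correlation of 0.552, as a description across genes that are not independent replicates. Over 8971 genes with at least 10 CPM in both cell types the Pearson correlation was 0.678. No Scr sample is common to both comparisons, so shared controls do not add to this correlation.

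**Figure D3:**
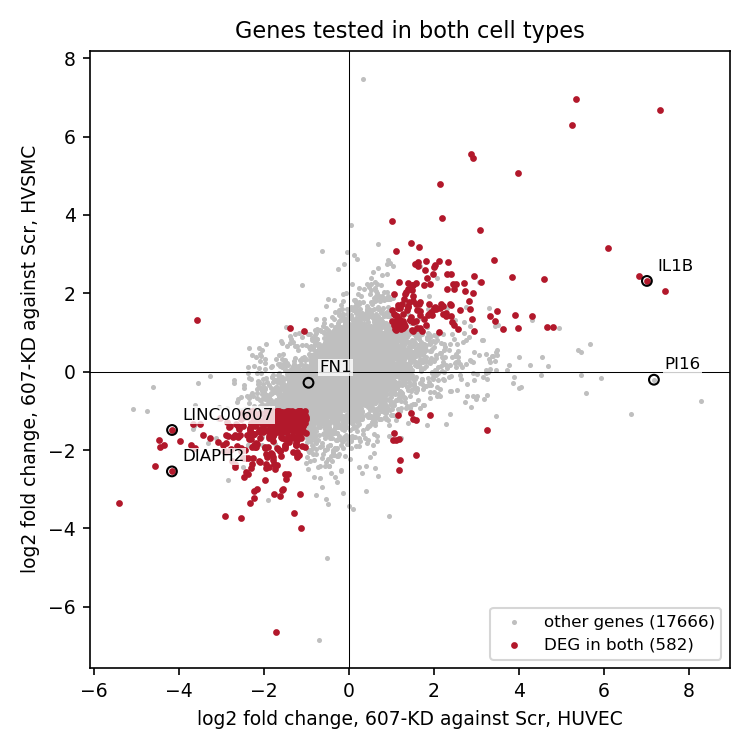
Log2 fold change after LINC00607-KD in HVSMC (vertical axis) against that in HUVECs (horizontal axis), 1 point per gene tested in both. Red points are the 582 DEGs in both and grey points the other genes. Most red points lie in the lower left or upper right, where the directions match.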

ECs and VSMCs shared 479 common DEGs, comprising 26.8% in ECs and 37.7% of DEGs in VSMCs (Figure 2H). 

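The shared DEGs with the largest change in both cell types, taking the smaller of the 2 changes for each gene, were LINC01992, GPR83, ATP2B2, RCSD1 and STK33. Most of them had hardly any counts in one group, so counts are given in place of a fold change. LINC01992 had 0 counts in every Scr sample, 29, 18 and 16 after LINC00607-KD in HUVECs, and 12 and 10 in HVSMC. GPR83 had 0 counts in both HVSMC Scr samples against 20 and 8 after LINC00607-KD, and rose in HUVECs with a log2 fold change of 5.36 (standard error 0.241, adjusted P = 1.08e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATP2B2 rose likewise, from 0 and 0 to 10 and 7 counts in HVSMC. STK33 fell from 46, 60 and 60 to 3, 0 and 1 counts in HUVECs and from 122 and 166 to 14 and 8 in HVSMC. Among more abundant transcripts, THBS1 had log2 fold changes of −1.49 in HUVECs and −1.54 in HVSMC (adjusted P = 2.56e-14 and 0.000808 from the same test).

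The 20 genes printed in Figure 2J were all tested in both cell types. In HUVECs all 20 were lower, with a median log2 fold change of −1.40, and 19 were DEGs. In HVSMC 18 were down-regulated DEGs, and the median was −1.32. FN1 was short of the DEG threshold in both. CCN2 and TGFB2 fell in HVSMC by 1.11 and 1.13 on the log2 scale (adjusted P = 0.000879 and 0.0015 from the same test).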

The top enriched GO terms of these DEGs included cell proliferation, protein transport, angiogenesis, ECM organization, and blood coagulation (Figures 2I,J). 

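In HVSMC the level of FN1 was 13270 ± 2190 CPM in Scr (SD, n = 2) and 10910 ± 1350 CPM after LINC00607-KD (SD, n = 2), and the samples of the 2 groups overlapped. The log2 fold change of −0.28 (standard error 0.152, adjusted P = 0.253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not called, and it depended on single samples. Without HVSMC Scr replicate 1 it was −0.10, and without LINC00607-KD replicate 1 or Scr replicate 2 it was −0.41 and −0.44 and passed the unadjusted threshold of 0.01 (adjusted P = 0.0636 and 0.0491 from the same test). A fit of all HVSMC samples with the replicate number as a block gave −0.28 and passed the unadjusted threshold (adjusted P = 0.0168 from the same test). Nothing but the replicate number is stated to pair these samples. Deviations of same-numbered HVSMC samples from their group means correlated at 0.792 across genes, so pairs are possible. The fall in HUVECs was larger, by 0.68 on the log2 scale (standard error 0.148, adjusted P = 0.00696 for the interaction in edgeR's fit of all samples). This standard error is below the 0.152 of HVSMC alone, because the fit shares one estimate of spread between the cell types. The P may therefore be too small.

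Within 1 Mb of LINC00607, GENCODE places 49 other genes, of which 18 were tested in HUVECs and 24 in HVSMC. Their median absolute log2 fold change was 0.48 in HUVECs, against 0.32 for 10000 random sets of the same size matched on expression (percentile 93.6), and 0.29 in HVSMC, against 0.358 (percentile 20.8). The widest move among windows was to 0.57 in HUVECs within 500 kb. Directions were mixed. ENSG00000237525, which overlaps LINC00607 on the opposite strand and is uncertain for that reason, fell by 3.81 in HUVECs (standard error 0.481, adjusted P = 3.14e-06 from the same test). ATIC, XRCC5 and IGFBP5 rose in HUVECs, with log2 fold changes of 0.45, 0.21 and 1.24, and PECR and MREG fell, with −0.66 and −0.29. In HVSMC IGFBP2 fell by 1.84 on the log2 scale (adjusted P = 0.00165 from the same test), while in HUVECs it changed by −0.03. SNHG31 went from 12 and 20 counts in HVSMC Scr to 0 and 0.

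**Figure D4:**
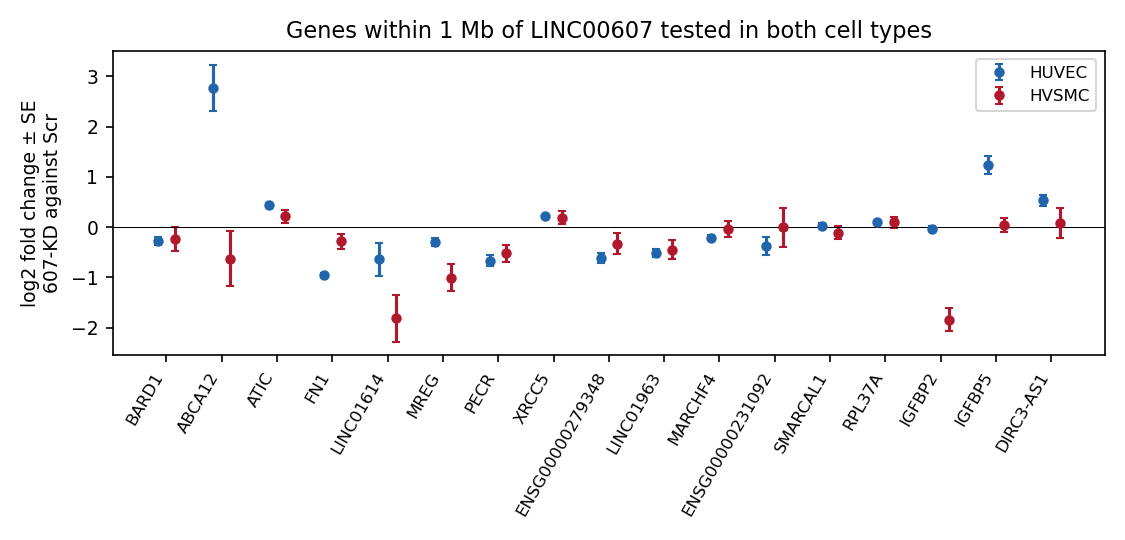
Log2 fold change after LINC00607-KD of the 17 genes within 1 Mb of LINC00607 that were tested in both cell types, in order of position, for HUVECs and HVSMC. Points are estimates and bars 1 standard error; FN1 is at −0.95 and −0.28.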

Of note, FN1, the key ECM component is downregulated in both ECs and VSMCs (Figure 2J), suggesting LINC00607 RNA participates in the *cis* regulation of *LINC00607* SE. On the other hand, the broad effect in other genes due to 607-KD suggests that LINC00607 RNA may regulate other genes through *trans* regulation, which may be independent from the SE function. Together, these data support an essential role for LINC00607 in the basal functions of these vascular cells, including angiogenesis and ECM organization.

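DEGs were found on all 23 chromosomes counted, in both cell types. On chromosome 2, which carries LINC00607 and FN1, 155 DEGs in HUVECs made up 12.8% of the genes tested there, against 11.5% over all chromosomes and a range from 8.28% on chromosome 19 to 18.3% on chromosome 18. In HVSMC chromosome 2 held 123 DEGs or 7.77% of its tested genes, against 7.07% over all, with 3.90% on chromosome 19 and 9.46% on chromosome 4 as the ends of the range. The share on chromosome 2 was therefore close to that of the genome in either cell type. A list of 15 genes was drawn from the paper and its supplement, which name some of them, such as CCL2, SMAD3 and ICAM1, for experiments under HT. All 15 were tested in both cell types. In HUVECs 14 had an adjusted P below 0.01 in edgeR's test, and 14 when adjusted over the list alone. In HVSMC the numbers were 6 and, adjusted over the list alone, 8, with LINC00607 and CCL2 added. The paper names several of the 15 from these samples, so the second count is not independent evidence. Of those not given elsewhere, MYC and JUN rose in HUVECs with log2 fold changes of 0.63 and 0.73, KLF2 rose by 1.12 and SMAD3 and FABP4 fell by 0.69 and 2.36, while ICAM1 stayed at −0.11 (adjusted P = 0.343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the lower level of the neighbouring FN1 the paper proposes that LINC00607 RNA takes part in cis regulation by its super enhancer, and from the breadth of the changes in other genes that the RNA may also act in trans, apart from the enhancer.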

### Stimulus-Dependent Regulatory Function of LINC00607 in ECs

We previously demonstrated a pro-inflammatory and pro-fibrotic role of LINC00607 in ECs under HT (28). Given the profound regulation of basal EC function by LINC00607 shown in the present study (Figure 2), we hypothesized that LINC00607 is required for EC homeostasis, but that its induction by pathophysiological conditions, through aberrant regulation of the downstream genes, promotes EC dysfunction. Consistent with our previous data from RNA-seq and qPCR (28), we observed induction of LINC00607 by HT in ECs using smRNA FISH, which showed the primary localization of LINC00607 in the nucleus (Figures 3A,B). Moreover, there was a higher enrichment of H3K27ac signal on *LINC00607* locus in HT-treated ECs compared to NM control (Supplementary Figure 5), suggesting a more active SE state under HT. Comparison of DEGs identified from basal condition vs. HT-treated ECs revealed a total of 237 common DEGs (Figure 3C), which are involved in a series of intrinsic EC functions, including collagen catabolism and ECM organization, angiogenesis, cell-cell signaling, inflammatory response and type I interferon response (Figure 3D).

**Figure 3:**
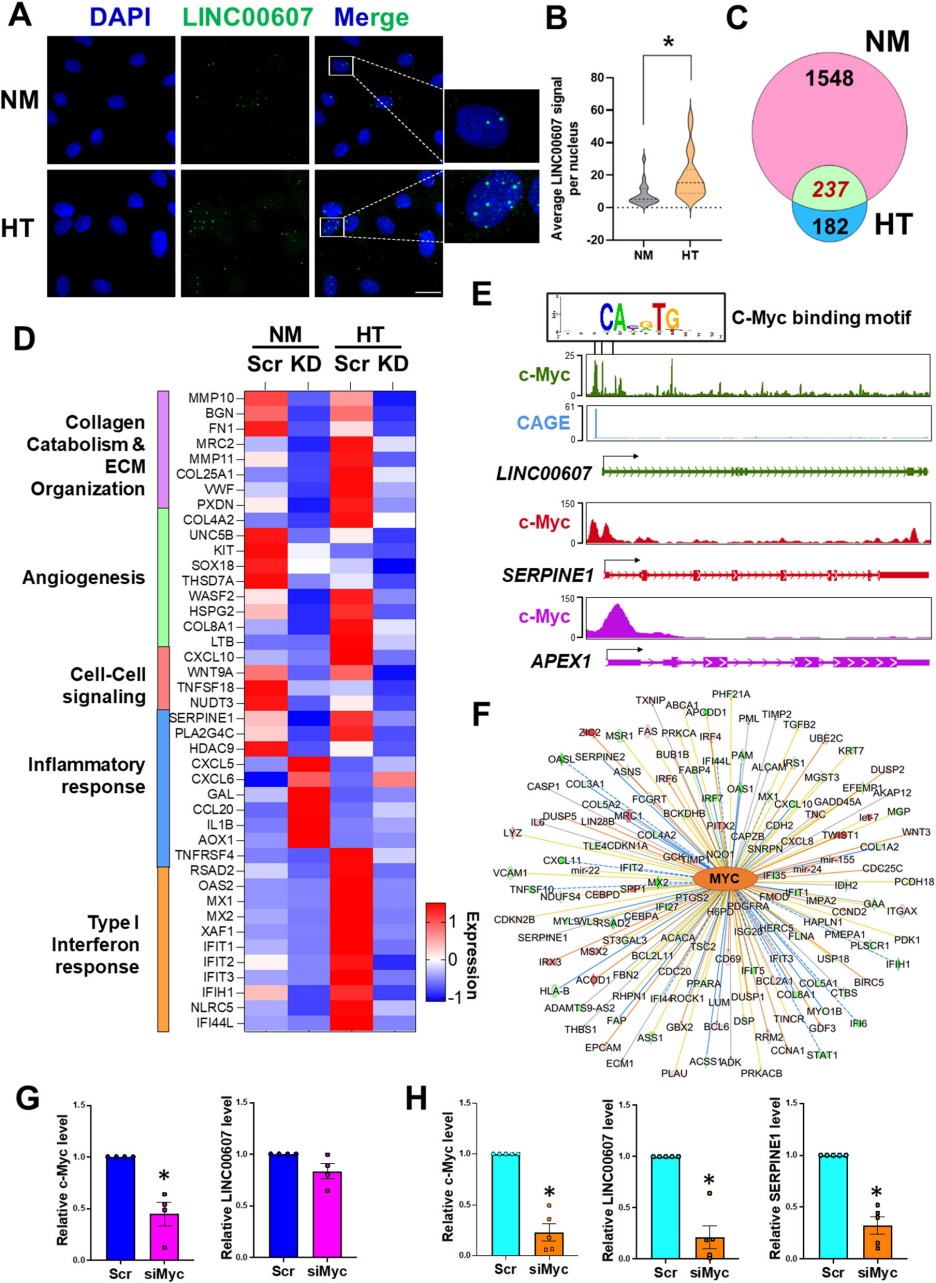
Stimulus-dependent regulatory function of LINC00607 in ECs. **(A)** Representative images of smFISH detecting LINC00607 (green) in HUVEC treated with normal glucose (5.5 mM D-glucose) and osmolarity control (NM) or 25 mM D-glucose and 5 ng/ml TNFα (HT) for 3 days. DAPI staining indicates the nuclei. Scale bar = 20 μm. **(B)** Quantitative data of LINC00607 signal per nucleus. LINC00607 signal from 18 nuclei for NM and 24 nuclei for HT was quantified using ImageJ. **(C)** Venn diagram showing the number of common DEGs in HUVECs upon 607-KD under basal and HT conditions (green). Numbers of unique DEGs in each condition (pink for NM and blue for HT) are indicated. **(D)** Expression pattern of select DEGs commonly regulated by 607-KD in HUVECs under both baseline and HT. Heatmap is plotted based on z-scaled average gene expression levels. **(E)** Putative sequence of c-Myc binding site at the LINC00607 promoters (Chr2: 215826423-215837423, Chr2: 215830609-215841609, and Chr2: 215842628-215853628) predicted by TRANSFAC. The HUVEC c-Myc ChIP-seq tracks (ENCODE data ENCFF000RUU) at LINC00607 (green), SERPINE1 (red), and APEX1 (purple) genomic loci were plotted using Epigenome Browser. CAGE tracks indicating the putative alternative TSS for LINC00607 is shown in blue **(F)** Network map showing MYC as a top candidate TF for LINC00607-regulated DEGs. The relationship between MYC and downstream targets are displayed as edges between nodes. The color intensity of each node represents fold change expression, red (upregulated), and green (downregulated). The edges denote predicted relationships with orange indicating activation, blue indicating inhibition and gray representing an unpredicted effect. **(G,H)** qPCR analysis of indicated transcripts in HUVECs transfected with respective siRNAs under basal condition **(G)** or HT **(H)**. The respective scramble control was set as 1. Data represents mean ± SEM from 3 independent experiments. *P < 0.05 based on *t*-tests between scramble and siMyc groups.

TFs play a central role in regulating the transcriptome by binding to promoters and enhancers, with the latter coordinating with the TFs to regulate its transcriptional targets (16, 46, 47). To gain insights into the upstream regulator of *LINC00607* and the downstream transcriptional network regulated by LINC00607 RNA, we performed two analyses: (1) TRANSFAC analysis to predict potential TFs that can regulate LINC00607 transcription through binding its promoter; and (2) Ingenuity Pathway Analysis (IPA) to discover TFs that may coordinate with LINC00607 to regulate the DEGs affected by 607-KD (i.e., putative LINC00607 targets) in ECs. Integrating the two analyses revealed c-Myc to be a top candidate TF. Examining the c-Myc ChIP-seq data from HUVEC available in ENCODE and Epigenome Browser, we found specific Myc-binding signals at the promoter regions of *LINC00607*, which partially match the predicted c-Myc TF binding sites (Figure 3E). In the same dataset, c-Myc also shows clear binding to *SERPINE1* and *APEX1*, two known targets of c-Myc (48, 49) (Figure 3E). IPA analysis independently revealed c-Myc as a top candidate upstream TF of LINC00607-regulated DEGs ranked by the number of target genes and activation scores (Figure 3F; Supplementary Table 3).

To further test whether c-Myc regulates LINC00607, we knocked down c-Myc in HUVECs by small interference RNAs (siRNAs) as confirmed by immunoblotting (Supplementary Figure 6). While c-Myc inhibition did not significantly affect the expression of LINC00607 under basal conditions (Figure 3G), there was a strong reduction in LINC00607 expression upon c-Myc inhibition under HT (Figure 3H). Consistently, the expression of SERPINE1, a proven regulatory target of LINC00607 and c-Myc, was also downregulated upon c-Myc inhibition (Figure 3H). Taken together, c-Myc appears to be a TF controlling the expression of LINC00607, which may act as an integral regulator in the c-Myc transcriptional network especially in the dysfunctional ECs.

### LINC00607 Inhibition Partially Reverses HT-Induced Endothelial Transcriptomic Profile

It has been well-recognized that metabolic dysfunction associated with diabetes can provoke sustained alterations that contribute to persistent organ damage. In ECs, DNA methylation and histone modifications have been implicated in the sustained effect of hyperglycemia (5, 50, 51). We previously observed that whereas the HT-induced changes of some gene expression, such as eNOS and ICAM1 can be reversed by switching to normoglycemia, LINC00607 and its regulated SERPINE1 cannot be reversed (28). In line with this finding, HT-induced *FN1* expression also continued to increase even after the replacement of high glucose with normal glucose (Figures 4A,B). Thus, we asked whether LINC00607 mediates the prolonged effect of high glucose and if so, whether its inhibition can reverse the effect of HT in ECs. To this end, we altered our approach of 607-KD prior to HT treatment (as we did for bulk RNA-seq shown in Figure 3), to instead exposing HUVECs to HT treatment for 4 days and then inhibiting LINC00607 for the next 3 days (Figure 4C). Because the transfection efficiency is unlikely to be 100%, we performed scRNA-seq analysis to resolve the cell heterogeneity of responses. We sequenced 2,806, 1,846 and 3,407 cells in three treatment groups, i.e., ECs kept under NM and transfected with scramble LNA (NM-scr), EC kept under HT and transfected with scramble LNA (HT-scr), and ECs kept under HT first and then transfected with LINC00607 LNA (HT-KD), respectively. The HT induction of LINC00607 and inhibition of LINC00607 was evident by scRNA-seq (Figure 4D). However, UMAP did not reveal the 3 groups of ECs as separated clusters (Supplementary Figure 7A), suggesting that ECs remain largely same population despite the treatments. To identify the specific genes whose expression is altered by HT and attenuated/reversed by 607-KD, we identified DEGs between NM-scr vs. HT-scr and those between HT-scr and HT-KD. Such analysis revealed 60 DEGs (Supplementary Figures 7B,C). This list of reversible genes includes *FN1, SERPINE1*, and *THBS1*, all of which were also downregulated by 607-KD in the bulk RNA-seq (Figures 4E,F; Supplementary Figures 7C,E). On the other hand, such analysis also identified 67 genes that were irreversible upon 607-KD such as *CCL2, SMAD3*, and *ICAM1* (Figures 4G,H; Supplementary Figures 7D,F).

**Figure 4:**
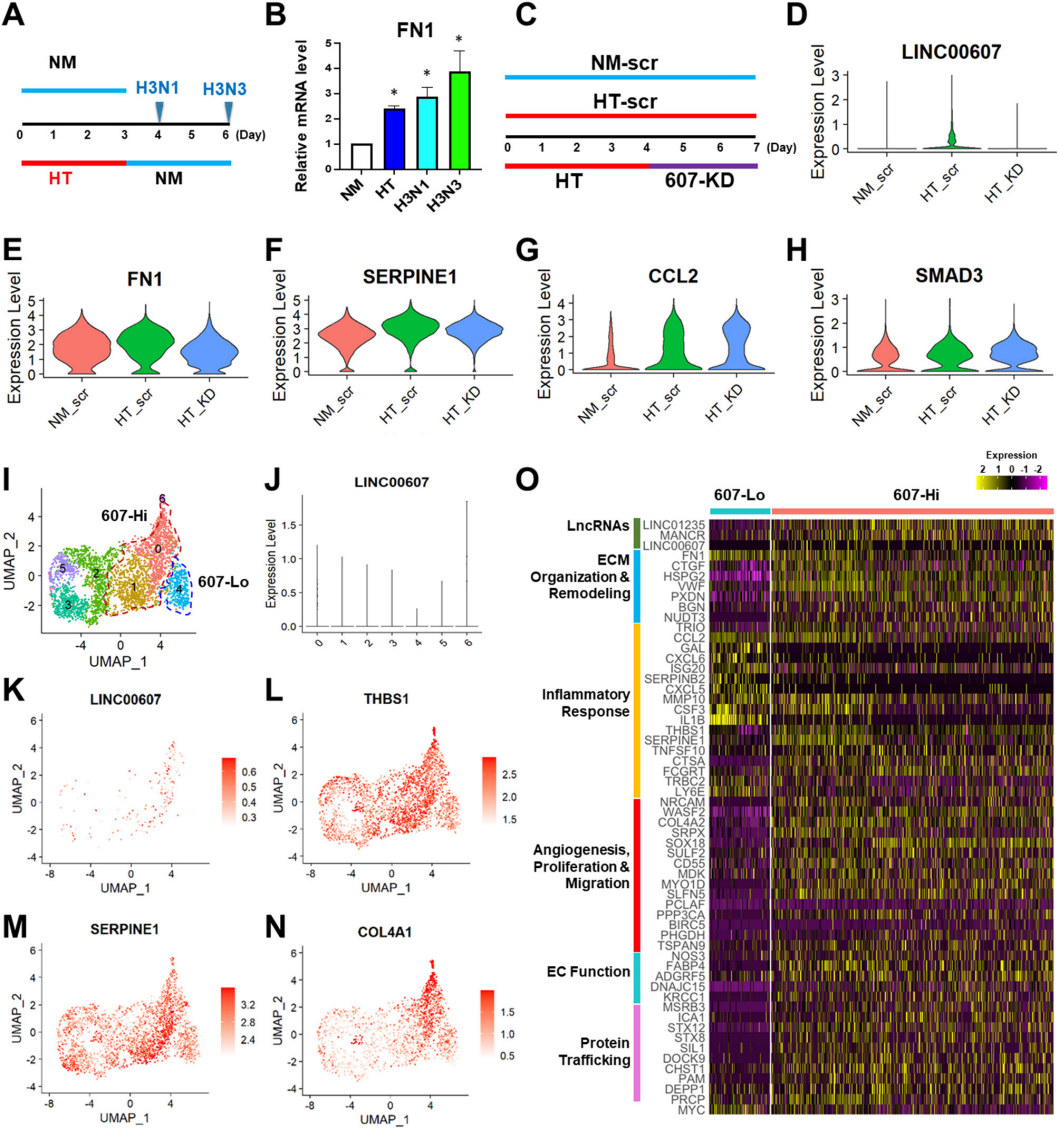
LINC00607 inhibition reverses the effect of HT in ECs. **(A)** Experimental design of HT to NM switch experiment. HUVECs were treated with NM or HT for 3 days, and then switched to NM medium for another 1 (H3N1) or 3 days (H3N3) before cell harvest. **(B)** qPCR detection of FN1 mRNA levels from experiment shown as in **(A)**. **(C)** Experimental design of the “reverse” experiment. HUVECs in biological replicates were treated with NM or HT for 7 days, or HT for 4 days before LINC00607 knockdown using LNA GapmeR (607-KD). **(D)** LINC00607 expression quantified by scRNA-seq of three groups of ECs. **(E–H)** Representative reversible (*FN1* and *SERPINE1*) and irreversible (*CCL2* and *SMAD3*) DEGs. **(I)** UMAP of HT-KD scRNA-seq data. **(J)** LINC00607 expression in HT-KD samples shown on UMAP separated by 7 clusters. Note that Cluster 0, 1, and 6 show high LINC00607 levels (expression level >1, i.e., 607-Hi cells) and Cluster 4 shows the lowest LINC00607 level (i.e., 607-Lo cells). **(K)** LINC00607 expression in 7 clusters of cells in HT-KD samples plotted by UMAP. **(L–N)** Representative DEGs in HT-KD samples plotted on UMAP. **(O)** Heatmap showing the expression of indicated DEGs in LINC00607-Lo vs. -Hi ECs.

Next, we focused on the HT-KD samples to dissect the effect of LINC00607 inhibition in single ECs. Based on LINC00607 levels, the ~3,000 ECs were separated into 7 clusters (Figure 4I), indicating the expected heterogeneity in the transfected ECs. Cluster 6 exhibited the highest abundance of LINC00607, followed by Clusters 0 and 1. In contrast, Cluster 4 exhibited the lowest LINC00607 level (Figures 4I–K). Differential expression analysis of the 3 clusters with highest LINC00607 levels (hereafter called 607-Hi cells) relative to Cluster 4 (called 607-Lo cells) identified 609 DEGs including *SERPINE1, THBS1*, and *COL4A1*, which were also 607-KD-reversible genes (Figures 4L–N). In line with the bulk RNA-seq data in which 607-KD was performed prior to HT treatment, 607-Lo cells also expressed lower levels of various pro-inflammatory, pro-ECM remodeling, and pro-fibrotic genes (Figure 4O). These data support that ECs with low LINC00607 levels, most likely due to LINC00607 inhibition, are also ECs with LINC00607-downstream genes suppressed, corroborating a positive role of LINC00607 in the sustained effect of HT.

## Discussion

SEs play a major role in controlling cell identity and homeostasis (20, 21). It is plausible that SE-derived lncRNAs participate in the SE-regulated cell functions. Given the active SE and transcriptional state of *LINC00607* in ECs and VSMCs, we postulated that this same lncRNA may regulate shared and differential functional aspects in these two distinct but closely related cell types in the vasculature. In support of this hypothesis, we observed that inhibition of LINC00607 affects ~30% DEGs common to ECs and VSMCs, which are involved in ECM organization, collagen catabolism, and angiogenesis, suggesting an overall fundamental role for LINC00607 in vascular physiology. In both cell types, 607-KD decreased the nearby FN1 expression, suggesting a shared *cis* regulatory role for *LINC00607*, which involved the SE-derived lncRNA. Moreover, LINC00607 inhibition also leads to profound changes of many genes encoded far away from *LINC00607*, supporting the *trans* regulation by LINC00607 RNA, consistent with our previous observation (28). Specific to each cell type, LINC00607 regulates primary EC functions including angiogenesis, VEGF production, and wound healing and major VSMC functions such as cell proliferation and migration.

Aside from the various pathways essential for normal EC and VSMC functions, genes involved in pathological pathways and vascular dysfunction such as inflammatory response, fibrosis, and ECM remodeling were also differentially regulated upon 607-KD in ECs and VSMCs, pointing toward a potential role for this lncRNA in disease states. Along these lines, we previously found that inhibition of LINC00607 in diabetes-mimicking HT condition significantly suppressed endothelial inflammatory response as evidenced by suppression of monocyte adhesion to ECs (28). In VSMCs, we also observed an induction of LINC00607 by Angiotensin II (AngII) treatment (Supplementary Figure 8) and our unpublished observation shows that 607-KD reduces AngII-induced *FN1* expression. Thus, LINC00607 represents another AngII-induced lncRNA in VSMC along with those previously reported by us (31, 52). Considering the earlier study demonstrating the activation of SEs by TNFα to promote inflammation and atherogenesis (23), our previous work showing the induction of SE hubs for RNA-chromatin interactions by HT to contribute to endotheliopathy (28), and that AngII-induced signals integrate enhancers/SEs and lncRNAs to promote VSMC dysfunction (53), our current findings argue that whereas SEs are key to cell lineage and identity, the overactivation of SEs, in part through SE-derived lncRNAs may drive cell fate toward disease state.

TFs are quintessential in the regulation of lncRNAs and their target genes. While the TF c-Myc has been reported to regulate the expression of several lncRNAs in cancers, none have been reported in ECs (54–56). Based on *LINC00607* genomic sequence as well as LINC00607 regulatory gene network, we identified c-Myc to be a common upstream transcriptional regulator of *LINC00607*, which may be an integral element coordinating with c-Myc for transcriptional control of ECs. Interestingly, inhibition of c-Myc suppressed the levels of LINC00607 under HT but not under baseline conditions. This suggests that c-Myc may act as a stimulus-dependent TF to activate LINC00607 transcription under a pathophysiological state such as diabetes. However, under basal condition, other TFs including lineage-dependent TFs may play a major role in controlling the SE transcriptional state (21). Indeed, one key EC-specific LDTF, i.e., KLF2/4 was also predicted as an upstream TF of LINC00607 gene network (data not shown). On the other hand, alternative or additional TFs may coordinate with c-Myc to regulate LINC00607 in other cell contexts. For example, from our TRANSFAC analysis, we found MYC heterodimer with the MYC-associated factor X (MAX) as a putative upstream TF identified to bind LINC00607 promoter regions. Moreover, AP-1/JUN, a major AngII-responsive TF that regulates FN1 (53), was also among the highly ranked TFs upstream of LINC00607 target network (Supplementary Table 3). The molecular mechanisms of *LINC00607* regulation in different cell types and under different cell states, and the mechanism by which LINC00607 further regulates its downstream targets in these different contexts are of interest for future studies.

To probe the question whether SE-lncRNAs are involved in the prolonged effect of high glucose, we performed the “reversal experiment,” i.e., treating ECs with HT and then inhibiting LINC00607 when EC dysfunction was in-place. Although this is a purely *in vitro* system, it imitates to a degree the conditions found in diabetic patients, who may already be hyperglycemic and undergoing diabetes-induced endotheliopathy before treatment. It is intriguing that 607-KD could reverse or attenuate HT induction of some genes, e.g., *FN1* and *SERPINE1*, whose induction by HT could not be reversed by switch to normal glucose. In contrast, 607-KD failed to do so for other genes, such as ICAM1, whose induction by HT could be reversed by switching to normal glucose (28). These findings suggest that chromatin-associated lncRNAs exemplified by LINC00607, perhaps by impacting the nuclear organization and function, contribute, at least in part, to the sustained transcriptional and phenotypic changes underlying the persistent organ damage despite glucose normalization. This may provide an additional layer of epigenetic mechanism, other than DNA methylation and histone modification, to explain the metabolic memory and legacy effect observed in diabetic patients who continue to develop complications even after glucose normalization (5). From a therapeutic point of view, interventions that target both hyperglycemia and SE-derived lncRNAs, e.g., LINC00607, may be more effective than glucose control alone. Future studies are warranted to identify other lncRNAs that contribute to the epigenetic memory and develop therapeutic strategies to ameliorate the diabetes-induced cellular changes through targeting SE-lncRNAs.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE197956.

## Ethics Statement

The studies involving human participants were reviewed and approved by Institutional Review Board of City of Hope (IRB #01046). The research consents for the use of human donor tissues were obtained from the donors' next of kin.

## Author Contributions

YL, RN, and ZBC: conceived the research. YL, VAS, RN, and ZBC: designed the experiments. YL, KS, AT, and VAS: performed the experiments. YL, KS, DY, NM, and AT: analyzed and plotted data. ZBC and RN: supervised experiments and interpreted results. YL, KS, NM, RN, and ZBC: wrote the manuscript. RN and ZBC: obtained funding for this study. All authors contributed to the article and approved the submitted version.

## Funding

This study was in part funded by grants from the National Institutes of Health (NIH) (R01 HL145170 to ZBC, and R01HL106089 to RN and ZBC, R01 DK065073 and R01 DK081705 to RN), a Human Cell Atlas seed network grant from Chan Zuckerberg Foundation (to ZBC) and Ella Fitzgerald Foundation (to ZBC), and an American Heart Association Pre-doctoral fellowship (to VAS). Research reported in this publication included work performed in the Integrative Genomics Core at City of Hope supported by the National Cancer Institute of the National Institutes of Health under award number P30CA033572.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Vascular Regulation by Super Enhancer-Derived LINC00607
**Source:** Front Cardiovasc Med. 2022 Jun 28;9:881916. doi: 10.3389/fcvm.2022.881916
**Supplement:** Supplementary file 1

Supplementary Figures and Tables

**Supplementary Figure 1.** smFISH of mesenteric artery from healthy and diabetic human donors with a negative control probe. DAPI staining indicative of nuclei. Scale bar = 100μm.

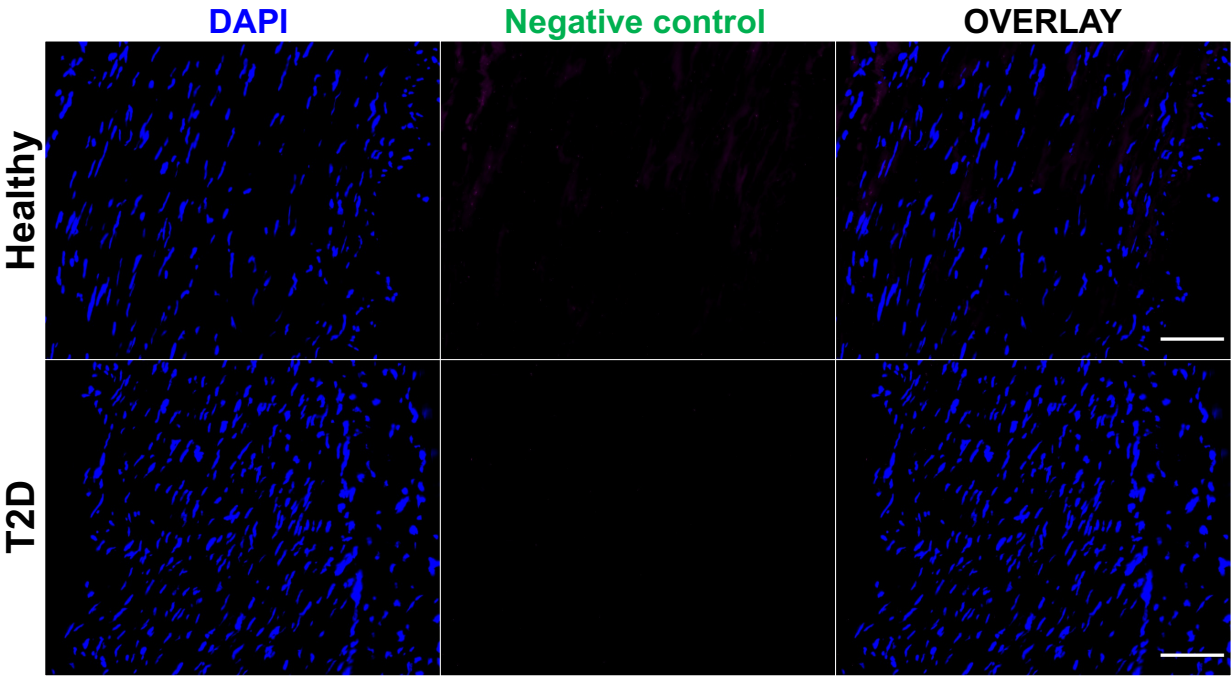

**Supplementary Figure 2.** Expression of LINC00607 and other lncRNAs shown to be important in EC or VSMC. Heatmap plotted from 43 samples of 22 primary human cell types retrieved from ENCODE project.

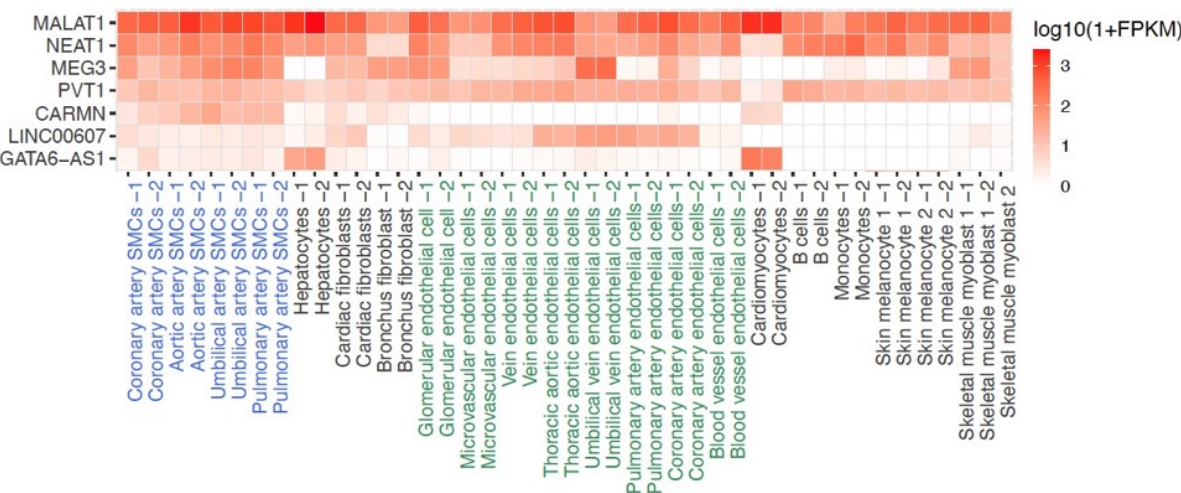

**Supplementary Figure 3.** Pathway enrichment analyses of up- or down-regulated genes by 607-KD in HUVECs (**A and B**) or VSMCs (**C and D**). Top 10 Gene Ontology (GO) terms ranked by fold enrichment score are plotted. (**E**) mRNA levels of select EC dysfunction markers were quantified by RT-qPCR in HUVECs transfected with scramble or LINC00607 LNA. Data presented as mean  $\pm$  SEM from 3 independent experiments. \* denotes P value < 0.05.

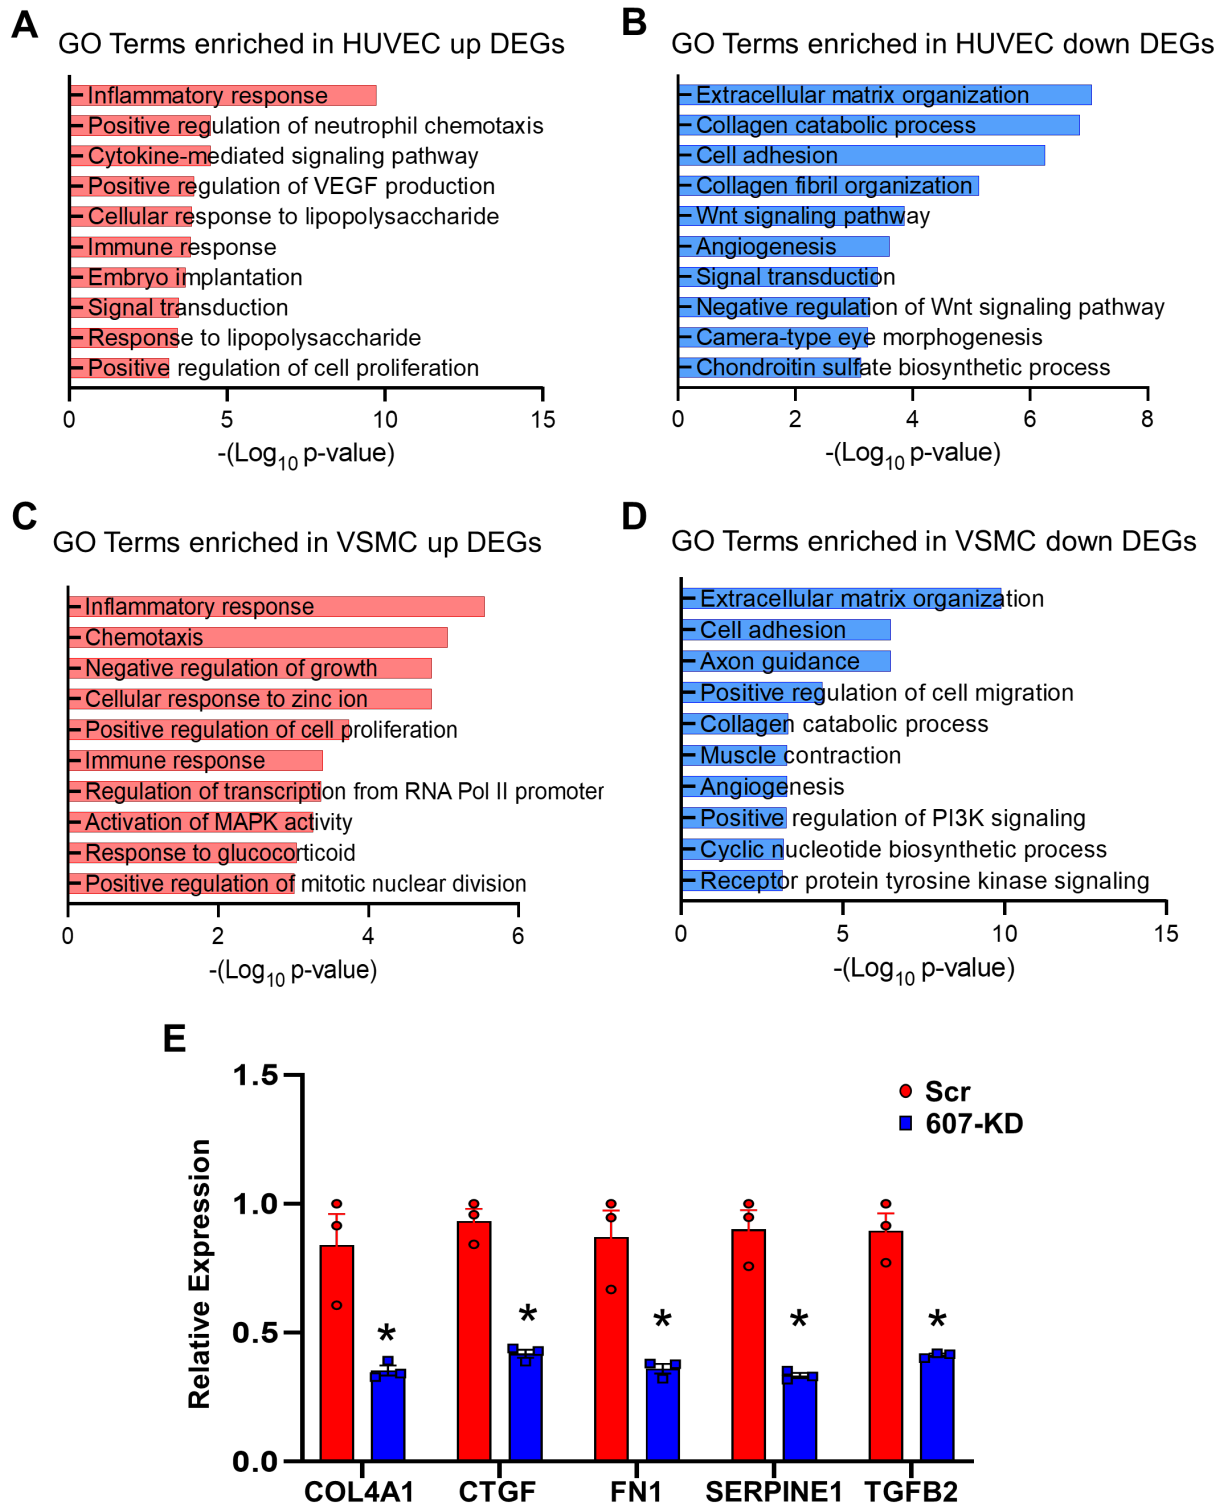

**Supplementary Figure 4.** (A) Representative images of tube formation of HUVEC transfected with either scramble LNA (Scr) or LNA targeting LINC00607 (607-KD). The images were taken after plating the cells on Matrigel for 2, 4, 8 and 14 hours as indicated. Scale bar = 400  $\mu$ m. (B) Quantification of number of tubes formed in indicated conditions from randomly selected views. Data presented as mean  $\pm$  SEM from 3 independent experiments.

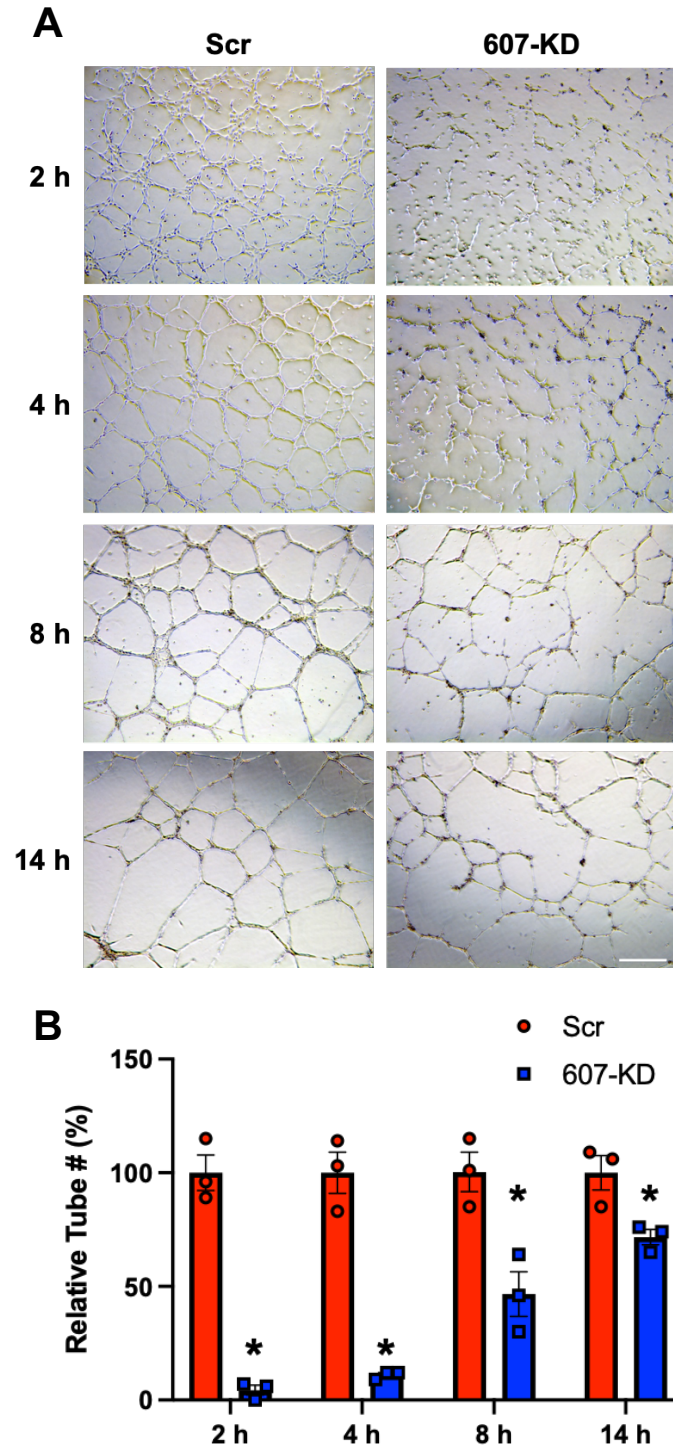

**Supplementary Figure 5.** Enrichment of H3K27ac on LINC00607 genomic locus in HUVECs treated with mannitol (NM) or 25 mM D-glucose and 5 ng/ml TNF $\alpha$  for 3 days (HT) determined by ChIP-qPCR. The enrichment level under NM was set as 1. Data are presented as mean  $\pm$  SEM. \* denotes  $P < 0.05$  based on Mann-Whitney test between the two conditions.

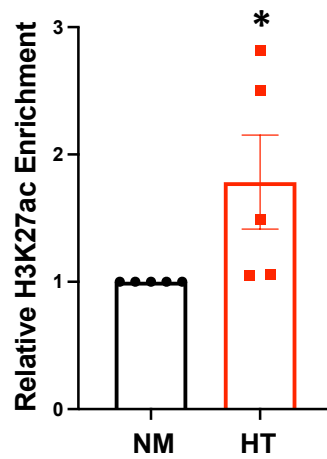

**Supplemental Figure 6. (A-C)** HUVECs were transfected with pool of siRNAs targeting c-Myc at 20 nM (siMyc) or control siRNA (siCtrl) in biological replicates. Immunoblotting was performed with indicated antibodies to detect c-Myc protein or  $\beta$ -actin.

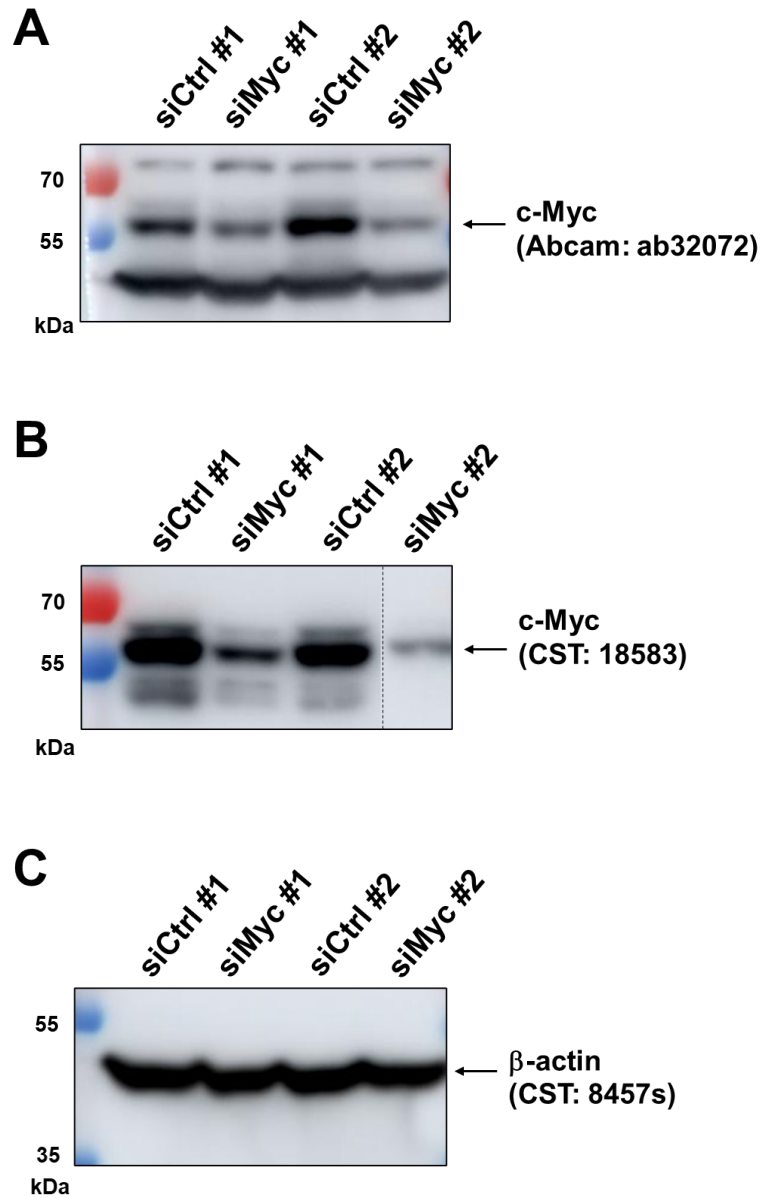

**A**

UMAP\_2

UMAP\_1

● NM\_Scr  
● HT\_Scr  
● HT\_KD

**B**

HT↑

607-KD↑

HT↓

607-KD↓

607-reversible genes (60 in total)

**C**

NM\_Scr HT\_Scr HT\_KD

Expression

**D**

NM\_Scr HT\_Scr HT\_KD

Expression

**E**

FABP4

Expression Level

NM\_scr HT\_scr HT\_KD

● NM\_scr  
● HT\_scr  
● HT\_KD

**F**

ICAM1

Expression Level

NM\_scr HT\_scr HT\_KD

● NM\_scr  
● HT\_scr  
● HT\_KD

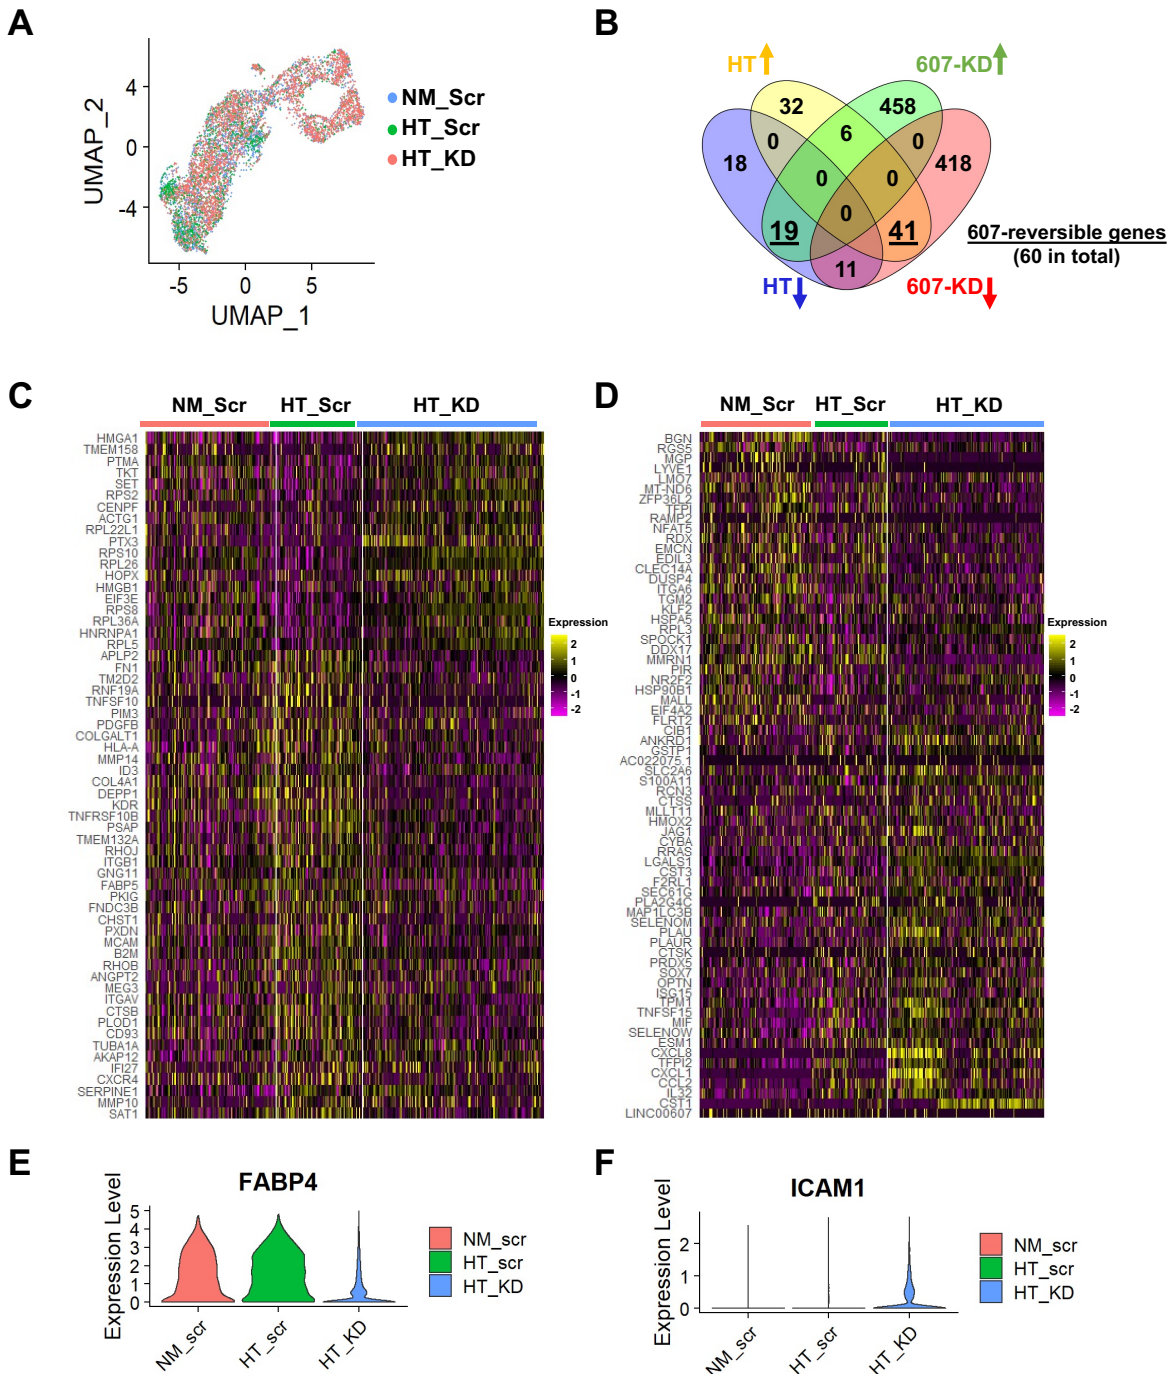

**Supplementary Figure 8.** RNA levels of LINC00607 (**A**) and FN1 (**B**) in VSMC treated with control (Ctrl) or Angiotensin II (100 nM) for 12 hours or 24 hours as determined by qPCR. Data presented as mean  $\pm$  SEM. \* denotes  $P < 0.05$  based on unpaired t test relative to control.

**A**

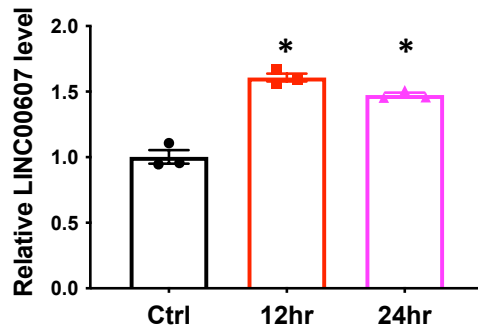

**B**

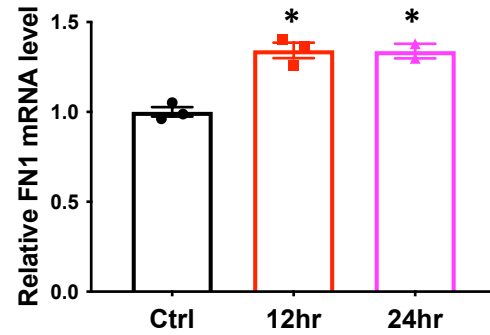

**Supplementary Table 1. Donor information**

| <b>Variable</b>               | <b>HC</b> |        | <b>T2D</b> |        |
|-------------------------------|-----------|--------|------------|--------|
| <b>Sex</b>                    | Male      | Female | Male       | Female |
| <b>Number</b>                 | 6         | 0      | 6          | 2      |
| <b>*Age, y</b>                | 41.8±2.6  |        | 44.8±3.7   |        |
| <b>*BMI, kg/m<sup>2</sup></b> | 25.6±1.7  |        | 31.3±2.2   |        |
| <b>*HbA1c, %</b>              | 5.2±0.1   |        | 7.6±0.3    |        |

Values represent Mean ± SEM. \*denotes values that are of significant statistical difference between healthy and T2D donors.

**Supplemental Table 2** Primers, LNA, and siRNA sequences

| <b>Primers</b>            | <b>Forward</b>        | <b>Reverse</b>        |
|---------------------------|-----------------------|-----------------------|
| <b>LINC00607<br/>RNA</b>  | ACCGGGCGTTGAGAATACAA  | ACACTTGGCGAAACTTCCCT  |
| <b>c-Myc<br/>mRNA</b>     | GCTGCTTAGACGCTGGATTT  | CTCCTCCTCGTCGCAGTAGA  |
| <b>ACTB<br/>mRNA</b>      | CATGTACGTTGCTATCCAGGC | CTCCTTAATGTCACGCACGAT |
| <b>SERPINE1<br/>mRNA</b>  | AGTGGACTTTTCAGAGGTGGA | GCCGTTGAAGTAGAGGGCATT |
| <b>LINC00607<br/>ChIP</b> | ATGTTTGCCTTGGAAGGTTG  | GCCCTCTCACCTAAAAACC   |

| <b>LNA<br/>GapmeRs</b> | <b>Sequence</b>  | <b>Position (NR_037195.1)</b> |
|------------------------|------------------|-------------------------------|
| <b>LINC00607</b>       | ATAGGTCACGCATTCT | 210-225                       |
| <b>Scramble</b>        | AACACGTCTATACGC  |                               |

| <b>MYC<br/>siRNA ID</b> | <b>Order No.</b> | <b>Sequence</b>       |
|-------------------------|------------------|-----------------------|
| <b>s9129</b>            | 4427038          | ATCAAAAACATCATCATCCAG |
| <b>s9130</b>            | 4427039          | CTGGTCCTCAAGAGGTGCCAC |
| <b>s9131</b>            | 4427040          | ACGGAGCTTTTTTGCCCTGCG |

**Supplementary Table 3.** Top 20 TFs of LINC00607 regulatory network predicted by IPA

| <b>Upstream Regulator</b> | <b>Predicted Activation State</b> | <b>Activation z-score</b> | <b>P value of Overlap</b> | <b># Target Molecules</b> |
|---------------------------|-----------------------------------|---------------------------|---------------------------|---------------------------|
| TP53                      |                                   | -0.591                    | 5.99E-15                  | 226                       |
| HNF4A                     |                                   | -1.932                    | 0.256                     | 157                       |
| MYC                       | Activated                         | 2.058                     | 9.99E-09                  | 144                       |
| STAT3                     | Activated                         | 4.097                     | 1.07E-29                  | 136                       |
| CTNNB1                    |                                   | 0.073                     | 2.67E-09                  | 121                       |
| STAT1                     |                                   | -1.642                    | 3.73E-36                  | 111                       |
| SMARCA4                   |                                   | 0.094                     | 1.29E-17                  | 106                       |
| SP1                       |                                   | -0.464                    | 1.92E-15                  | 95                        |
| JUN                       | Activated                         | 2.405                     | 2.13E-17                  | 91                        |
| FOS                       |                                   | 1.516                     | 3.9E-11                   | 85                        |
| STAT6                     | Activated                         | 3.414                     | 2.49E-15                  | 82                        |
| CREB1                     | Activated                         | 3.396                     | 1.3E-09                   | 80                        |

|        |           |        |          |    |
|--------|-----------|--------|----------|----|
| GLI1   |           | 1.586  | 2.45E-09 | 75 |
| SIRT1  |           | 1.966  | 1.5E-12  | 75 |
| NKX2-3 | Activated | 2.97   | 5.01E-32 | 74 |
| RELA   |           | 1.915  | 4.93E-11 | 74 |
| CEBPB  | Activated | 3.051  | 7.89E-06 | 72 |
| HTT    |           | -0.134 | 0.00389  | 72 |
| CEBPA  |           | 1.812  | 5E-11    | 72 |
| SOX2   |           | 1.161  | 4.53E-09 | 71 |

**Supplementary Table 4.** Summary of sequencing data

| Accession ID | Sample Description                                                     |
|--------------|------------------------------------------------------------------------|
| GSE197956    | Vascular Regulation by Super Enhancer-Derived LINC00607                |
| GSE197955    | Vascular Regulation by Super Enhancer-Derived LINC00607 (scRNA-Seq)    |
| GSM5934492   | HUVEC_Scr_NM_1                                                         |
| GSM5934493   | HUVEC_Scr_HT_1                                                         |
| GSM5934494   | HUVEC_LNA_HT_1                                                         |
| GSM5934495   | HUVEC_Scr_NM_2                                                         |
| GSM5934496   | HUVEC_Scr_HT_2                                                         |
| GSM5934497   | HUVEC_LNA_HT_2                                                         |
| GSE197954    | Vascular Regulation by Super Enhancer-Derived LINC00607 (bulk RNA-Seq) |
| GSM5934482   | HUVEC_Scr1                                                             |
| GSM5934483   | HUVEC_Scr2                                                             |
| GSM5934484   | HUVEC_Scr3                                                             |
| GSM5934485   | HUVEC_607KD1                                                           |
| GSM5934486   | HUVEC_607KD1                                                           |
| GSM5934487   | HUVEC_607KD1                                                           |
| GSM5934488   | HVSMC Scr1                                                             |
| GSM5934489   | HVSMC 607KD1                                                           |
| GSM5934490   | HVSMC Scr2                                                             |
| GSM5934491   | HVSMC 607KD2                                                           |

How the deposited data were processed for this re-analysis (not part of the article)

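The values come from the bulk RNA-seq of LINC00607 knockdown under basal conditions in 10 samples of primary human cells, 3 Scr and 3 LINC00607-KD samples of HUVECs and 2 Scr and 2 LINC00607-KD samples of HVSMC. As deposited, each sample has a table of counts per Ensembl gene that the authors made by aligning reads with STAR and counting uniquely mapped reads with featureCounts, without normalization. In every table the line of ANK2 (ENSG00000145362) was broken and held no count, so this gene was left out, and 2 lines that name no gene were left out as well. Of the gene IDs, 61368 could be placed by GENCODE version 44 on GRCh38, and these held 99.83% of all counts. The other data of the study, including RNA-seq under HT and single-cell RNA-seq, were not analysed here. The filter for very low counts that the paper mentions has no number in its text, so edgeR's filterByExpr was used.

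Samples were grouped by cell type and LNA as their titles give them. In each cell type LINC00607-KD was compared with Scr in edgeR 4.0.16 (R 4.3.3) with TMM normalization, glmQLFit and a two-sided glmQLFTest. TMM factors ran from 0.977 to 1.02 in HUVECs and from 0.994 to 1.01 in HVSMC. DEGs are genes with an unadjusted P below 0.01 and an absolute log2 fold change above 1, as in the study, and the count with the Benjamini-Hochberg adjusted P stands beside them. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The difference between the cell types was tested as an interaction in one edgeR fit with 4 group means, with an adjusted P below 0.01. All groups share one estimate of spread per gene in this fit, which can understate that of HVSMC. DESeq2 1.42.0 served as the alternative test and limma 3.58.1 for gene families (camera with a preset correlation of 0.01, fry as the alternative, adjusted P below 0.05 over the 16 families of a cell type). Single genes count as called at an unadjusted P below 0.01 where alternatives are compared, a limit chosen after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with numpy 2.4.6.

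The sequence of the LINC00607 LNA was searched on both strands of GRCh38 with at most 2 mismatches, with 1 as the stricter setting and 3 as a setting chosen later. Genes with a match on their sense strand were compared with 10000 random sets matched on expression and gene length, and genes within 1 Mb of LINC00607 with 10000 sets matched on expression. Genes with a sense match include matches in introns, since the GapmeR can meet the pre-mRNA. Genes are named in the text by a rule. It takes genes the study names, some of them for its experiments under HT, and genes within 1 Mb of LINC00607. In each cell type it takes the 5 largest increases and 5 largest decreases. They have an adjusted P below 0.01, an absolute log2 fold change above 1, at least 1 CPM on average and no overlap of groups. The rule also takes the 5 shared DEGs with the largest smaller change and the 5 smallest P of the interaction. Last are the 3 smallest P of each called family and genes with at most 1 mismatch to the GapmeR target. The genes of Figures 2C and 2J are given as tallies. The result for 1 gene that the study names is not reported here. The genes that mark EC, VSMC, macrophages, fibroblasts, T cells and NK cells in the paper's methods were used to look for other cells.

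Alternatives were DESeq2 size factors and upper-quartile scaling in place of TMM, no filter or at least 10 counts in total, DESeq2, the adjusted P, a test against a log2 fold change of 1, no fold change threshold, one fit of all samples, the replicate number as a block, and leaving out each sample in turn. The procedure was tested on simulated counts with 200 changed genes. At the study's thresholds edgeR called 197 of them in the HUVEC design (98.5%) with 9 unchanged genes, and 173 in the HVSMC design (86.5%) with 65 unchanged genes. With the adjusted P these were 194 and 140, without an unchanged gene. The interaction test called 267 of 371 genes with a difference and 10 without. Camera called 0 and 1 of 100 unchanged families at a P below 0.05, and all 100 families with 10 of 20 genes lowered. Genes were simulated independently of each other. This therefore does not test camera where genes of a family move together, on which its calls in the real samples depend.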

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

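The tests of matches with 3 mismatches, of the share of near matches among genes lower in both cell types, of abundant HVSMC genes in HUVECs, of weaker knockdown, of sequencing runs, and of families between the cell types were chosen after the results were seen, while the other tests and the alternatives were written down before the data were examined.

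The effect of LINC00607-KD differed between HUVECs and HVSMC for 2047 of 21900 genes (adjusted P below 0.01 for the interaction in edgeR). The number ranged from 1328 to 2393 when single samples were left out, with 1328 without HUVEC LINC00607-KD replicate 2 and 1345 without HUVEC Scr replicate 2. LINC00607 itself fell less in HVSMC, so a weaker knockdown might give smaller changes in the same direction. Against this as the whole account, 238 of the genes changed in opposite directions with an adjusted P below 0.01 for each cell type in the same fit of all samples. The fit shares one estimate of spread and can understate that of HVSMC, so the 2047 and the 238 may be too many. Sequencing run and cell type cannot be told apart for these 2047 genes, since all HUVEC samples were read one way and all HVSMC samples another. A biological difference between the cell types is open and was not tested apart from the run.

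The interaction with the smallest P included PI16, with a difference (HVSMC minus HUVECs) of −7.39 on the log2 scale (adjusted P = 1.07e-09 for the interaction in edgeR), and IL1B, with −4.69 (adjusted P = 1.01e-07). PI16 hardly changed in HVSMC (log2 fold change −0.20, adjusted P = 0.318 in edgeR), while IL1B rose there too (2.32). TGFBI differed by −2.44, with a log2 fold change of 2.23 in HUVECs and −0.21 in HVSMC, and NPTX1 by 4.91, with −3.58 and 1.33. As PI16, TGFBI, TWIST1 and MMP3 are abundant in HVSMC, RNA of HVSMC in the HUVEC LINC00607-KD samples could have raised them. It would have brought the other abundant genes of HVSMC too. PI16 reached 34.8% of its HVSMC Scr level, TWIST1 43.1%, MMP3 6.13% and TGFBI 1.18%. The 20 most abundant HVSMC genes picked for a far lower level in HUVEC Scr reached a median of 0.0994%, with CXCL6 the highest at 1.41%. Not all of the 20 were absent from HUVEC Scr, where COL6A1 had 18.4 CPM and LRP1 11.9, against 4330 and 3630 in HVSMC Scr. COL1A1 reached 0.00126%, COL1A2 0.00323% and COL3A1 0.00468%. This argues against such RNA as the source of PI16, TWIST1, MMP3 or TGFBI. RPS10-NUDT3 differed by 2.49 and fell in HUVECs alone (−2.37), but this readthrough gene shares its sequence with RPS10 and NUDT3, and read length differs between the runs, so its count is uncertain.

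FN1 differed by 0.68 (adjusted P = 0.00696 for the interaction in edgeR), with the larger fall in HUVECs. Binding of the GapmeR to its pre-mRNA is argued against, as the gene holds 0 sense-strand sites with at most 3 mismatches. A change of all genes around LINC00607 is not supported by their median absolute change, which was at percentile 93.6 of random sets in HUVECs and 20.8 in HVSMC, under the 95th in both. Sequencing run and the shared estimate of spread stay open for FN1 as for the 2047 genes.

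The 20 mitotic genes moved apart, lower in HUVECs and higher in HVSMC, with an adjusted P of 4.19e-11 for the difference in limma's camera. The direction held with DESeq2 size factors and upper-quartile scaling. Fry gave an adjusted P of 0.0139 and camera with an estimated correlation 0.274, so the call depends on how correlation among genes is treated. The same camera test called 4 other families, ATF4 targets (adjusted P = 3.88e-07, median log2 fold change 0.58 in HUVECs and −0.64 in HVSMC), metallothioneins (1.46e-06), chemokines (0.000212) and p53 targets (0.00647). Fry called these 4 as well, and camera with an estimated correlation called none of the 16. No biological explanation was tested.

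Genes outside those the paper discusses showed a signal tied to the GapmeR sequence. The 125 genes tested in HUVECs with a sense-strand match to the target with at most 2 mismatches had a median log2 fold change of −0.65, and the 139 tested in HVSMC one of −0.55, below the 5th percentile of matched sets (−0.33 in both) and below all 10000 of them. Antisense matches of the same kind lay at percentiles 41.8 and 48. Sense matches to the scramble LNA had medians of −0.28 and −0.15, at percentiles 9.03 and 92, so binding of the control LNA is not needed. Genes whose best sense match has 3 mismatches fell less, with medians of −0.24 and −0.26, yet at percentiles 0.03 and 0 of matched sets, while antisense matches lay at 96.7 and 98.2. A candidate explanation is cleavage of near-matching pre-mRNAs by the GapmeR that weakens with each mismatch, as a hypothesis found and tested on the same samples and with 1 LNA sequence. The example with 1 mismatch that fell most was DIAPH2 (G2A, counted from the 5′ end of the target, target base first, chromosome X from 96800844 to 96800859), with −4.17 in HUVECs and −2.54 in HVSMC. TRIM5 (A11G) fell by 0.86 and 0.78, while PRUNE2 (G8T) rose by 1.00 in HUVECs and fell by 0.84 in HVSMC, so a single match does not fix the direction.

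Near matches with at most 2 mismatches cover a small part of what the cell types share. They are found in 17 of 422 genes lower in both (4.03%), LINC00607 itself left out. Among the 420 of these that could be matched on expression and length the share was 4.05%, against a median of 1.90% in matched sets, 16 of 10000 of which reached as much. With at most 3 mismatches the share was 33.1% of genes lower in both, against a median of 24.5% and a highest of 32.6% in 10000 sets matched on expression and length, and antisense matches were no more frequent than in matched sets (12.6% in each). A direct action of the GapmeR may therefore add to the shared decreases, but most of these genes hold no such match, and an effect of losing LINC00607 stays open for them. A second LNA sequence, which would part the effects, was not used here.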

How the results depend on the processing

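No alternative reported here was chosen after the results were seen, but the limit for calling a single gene in these tests, an unadjusted P below 0.01, was, and the tests of long against short genes and of 3 mismatches are given elsewhere. Counts of DEGs moved with the threshold. In HUVECs a test against a log2 fold change of 1 left 970 and no fold change threshold gave 11010, and in HVSMC these were 93 and 4192, with 1003 at an adjusted P below 0.01. Fewer or more genes pass by construction. Other scalings, filters, DESeq2 and one fit of all samples kept the counts within 1.5 times. Leaving out single samples gave 2204 to 2398 DEGs in HUVECs, 1740 to 1940 in HVSMC and 563 to 624 shared. Where a group of HVSMC is left with 1 sample, it is assumed to vary like the other group. LINC00607 stayed lower throughout, between −4.31 and −4.04 in HUVECs and between −1.68 and −1.28 in HVSMC.

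FN1 stayed lower in HUVECs, between −0.99 and −0.92 without single samples. In HVSMC it ranged from −0.44 to −0.10. It passed the unadjusted threshold without HVSMC LINC00607-KD replicate 1 (−0.41, adjusted P = 0.0636 in edgeR) or Scr replicate 2 (−0.44, adjusted P = 0.0491), and with the replicate block (−0.28, adjusted P = 0.0168), while the other alternatives gave an adjusted P from 0.0676 to 0.758. Samples share a replicate number but nothing else is stated to pair them. Deviations of same-numbered samples from their group means correlated at −0.285, 0.00132 and −0.225 in HUVECs, which gives no sign of pairs. In HVSMC they correlated at 0.792. With 2 pairs the other matching must give −0.792, but the size is not set by the design. It shows a replicate difference common to Scr and LINC00607-KD that follows the replicate numbers, so pairs are possible in HVSMC. With the block 1917 HVSMC DEGs passed an adjusted P below 0.01, against 1003 without it. The replicate block also raised the number of genes that differ between the cell types to 4578. That number ran from 1328 (without HUVEC LINC00607-KD replicate 2) to 2393, with 1345 without HUVEC Scr replicate 2; the cause was not tested.

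The correlation of log2 fold changes was 0.166 without a filter, 0.678 for genes with at least 10 CPM, and 0.455 to 0.531 without single samples, the lowest without HVSMC LINC00607-KD replicate 1. Genes with few counts, which the filter removes, have uncertain fold changes. The trend with gene length was −0.204 and −0.163 (HUVECs and HVSMC) with exon length and −0.375 and −0.336 at 10 CPM or more, and ran from −0.327 to −0.311 and from −0.308 to −0.196 without single samples; the cause was not tested. Matches to the GapmeR with at most 1 mismatch, in 3 genes, had medians of −0.86 and −0.84, at percentiles 15.2 and 9.79 of random sets, too few genes for a test. Camera with an estimated correlation called 0 and 0 families in HUVECs and HVSMC, and fry 13 and 7. Without single samples 7 to 10 and 13 to 14 families were called.

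Among the genes named, none changed direction while called. Calls were lost for 9 of them in HUVECs in one fit of all samples, and without single samples for 1 to 4 in HUVECs and 6 to 10 in HVSMC. The replicate block added 24 calls in HVSMC and one fit of all samples 16. For example, KLF4 in HUVECs lost its call with the replicate block, DESeq2, one fit of all samples, and without Scr replicate 1 (0.37), Scr replicate 2 (0.49) or LINC00607-KD replicate 1 (0.30). MYC in HVSMC lost it without Scr replicate 1 (0.55), LINC00607-KD replicate 1 (0.34) or Scr replicate 2 (0.41). Sequencing depth limits genes such as LINC00607 in HVSMC, where 30 counts per sample remain after knockdown.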

Differences from the paper's values

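Of the tests in this part, only the limit for calling a single gene, an unadjusted P below 0.01, was chosen after the results were seen. As given at the paper's conclusions, the counts of DEGs, of shared DEGs and the distance between LINC00607 and FN1 do not differ from the paper's by more than 1.5 times. Some alternatives did take counts beyond that. For DEGs in both cell types these were no filter, no fold change threshold and the test against a log2 fold change of 1. For HUVECs at least 10 counts in total was another, and for HVSMC the replicate block, one fit of all samples, and leaving out LINC00607-KD replicate 1 or Scr replicate 2. For shared DEGs they were no filter and one fit of all samples. Of the 20 genes printed in Figure 2J, all were lower in HUVECs and 18 were down-regulated DEGs in HVSMC, and of the 41 tested genes of Figure 2C all were lower in HUVECs, so the remaining differences concern single genes.

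The paper names FN1 and COL4A1 among the genes significantly down-regulated in HUVECs and lists FN1 with the common DEGs. Both were lower here, FN1 with a log2 fold change of −0.95 and COL4A1 with −0.76, at adjusted P values under 0.01 in edgeR, but neither passed an absolute log2 fold change of 1. No alternative took them past it, FN1 staying between −0.99 and −0.92 and COL4A1 between −0.82 and −0.70.

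The paper states that FN1 was also lower in VSMCs after knockdown. Here its log2 fold change in HVSMC was −0.28 and it was not called. It was called at an unadjusted P below 0.01 with the replicate block, without HVSMC LINC00607-KD replicate 1 and without HVSMC Scr replicate 2.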

Other observations

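The tests of long against short genes, of these without near matches, and of DCN were chosen after the results were seen, as was the limit of 100 CPM for markers.

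Of the 10 ways to split the HUVEC samples into 3 and 3, 1 gave as many DEGs as the real one, namely itself, and the 9 others gave 1 to 6. With 10 splits the share is never under 0.1, so chance is not excluded by splits alone. The 2 other splits in HVSMC gave 1 and 47. Library size did not account for the DEGs, since thinning every sample to the smallest total left 2165 in HUVECs, 2081 of them also called before, and 1561 in HVSMC, 1454 of them called before. Leaving out the 10 genes with most counts left 1727 in HVSMC.

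Longer genes fell after LINC00607-KD. Across protein-coding genes the Spearman correlation of log2 fold change and gene length was −0.322 in HUVECs (13664 genes) and −0.276 in HVSMC (15141 genes). The planned test asked whether another split gives as large a correlation. In HUVECs 2 others did (−0.345 and −0.326), which by its wording speaks against gene length, and in HVSMC neither of the 2 others did (at most 0.16 in size). As splits of 3 and 3 keep part of the contrast, this was left undecided, and a length effect of the libraries cannot be told apart from one of the knockdown by it. Between the longest and the shortest 25% of genes the median log2 fold change differed by −0.41 in HUVECs and by −0.378 in HVSMC, more than between replicates of one group (at most 0.0769 and 0.165), which argues against drift between libraries. Single pairs of samples gave −0.469 to −0.352 and −0.482 to −0.283. Without genes holding a sense match of at most 3 mismatches the difference was −0.335 and −0.276, against at most 0.0685 and 0.167 between replicates, so near matches are not needed for it, although single HVSMC pairs reached −0.16, within the spread between replicates. A shift of long genes with the LNA is a candidate explanation for part of the decreases.

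Markers of the other cell type were looked for with a planned limit of 1% of their level in their own cell type. Of 8 EC markers 3 were over it in HVSMC Scr, EGFL7 (9.43%), GNG11 (22.0%) and ID3 (173%), and of 4 VSMC markers 4 were over it in HUVEC Scr, ACTA2 (3.38%), WT1 (8.04%), TAGLN (8.74%) and MYH11 (58.7%). Cells of the other type would bring all their abundant markers. Of EC markers with at least 100 CPM, VWF was at 0.0872% in HVSMC, which argues against endothelial cells there. ACTA2, the lowest VSMC marker at that level, was at 3.38% in HUVECs, and low expression by HUVECs cannot be told apart from admixture by this marker, but DCN, far more abundant in HVSMC, was at 0.0624%, which argues against HVSMC RNA in the HUVEC samples. Of the fibroblast markers LUM was at 0.717% in HUVECs. In HVSMC Scr, LUM had 321 CPM and DCN 2724, above TAGLN at 203.1, ACTA2 at 107.2, MYH11 at 7.117 and WT1 at 4.994. Fibroblast markers thus exceeded the VSMC markers in the HVSMC samples, and bulk levels cannot tell which cells hold them. The 58.7% of MYH11 in HUVECs rests on its low level in HVSMC. Of the macrophage markers CD68 was at 12.2% in HUVECs, MARCHF1 in HVSMC at 16.2% of its HUVEC level, and CD52 had no counts. The T cell markers CD3D and CD3E and the NK cell markers KLRD1 and NKG7 were near absent, with KLRD1 at 0.0741 CPM in HUVEC Scr and 0.219 in HVSMC Scr.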
